# Transcriptome sequencing and microarray development for the Manila clam, *Ruditapes philippinarum*: genomic tools for environmental monitoring

**DOI:** 10.1186/1471-2164-12-234

**Published:** 2011-05-12

**Authors:** Massimo Milan, Alessandro Coppe, Richard Reinhardt, Leonor M Cancela, Ricardo B Leite, Carlos Saavedra, Claudio Ciofi, Guido Chelazzi, Tomaso Patarnello, Stefania Bortoluzzi, Luca Bargelloni

## Abstract

**Background:**

The Manila clam, *Ruditapes philippinarum*, is one of the major aquaculture species in the world and a potential sentinel organism for monitoring the status of marine ecosystems. However, genomic resources for *R. philippinarum *are still extremely limited. Global analysis of gene expression profiles is increasingly used to evaluate the biological effects of various environmental stressors on aquatic animals under either artificial conditions or in the wild. Here, we report on the development of a transcriptomic platform for global gene expression profiling in the Manila clam.

**Results:**

A normalized cDNA library representing a mixture of adult tissues was sequenced using a ultra high-throughput sequencing technology (Roche 454). A database consisting of 32,606 unique transcripts was constructed, 9,747 (30%) of which could be annotated by similarity. An oligo-DNA microarray platform was designed and applied to profile gene expression of digestive gland and gills. Functional annotation of differentially expressed genes between different tissues was performed by enrichment analysis. Expression of Natural Antisense Transcripts (NAT) analysis was also performed and bi-directional transcription appears a common phenomenon in the *R. philippinarum *transcriptome. A preliminary study on clam samples collected in a highly polluted area of the Venice Lagoon demonstrated the applicability of genomic tools to environmental monitoring.

**Conclusions:**

The transcriptomic platform developed for the Manila clam confirmed the high level of reproducibility of current microarray technology. Next-generation sequencing provided a good representation of the clam transcriptome. Despite the known limitations in transcript annotation and sequence coverage for non model species, sufficient information was obtained to identify a large set of genes potentially involved in cellular response to environmental stress.

## Background

The Manila clam *Ruditapes philippinarum *(Adams & Reeve, 1850) is a bivalve mollusc of the family Veneridae native to the Indo-Pacific region. Because of its commercial value as seafood, this species has been introduced to other regions, where it has become permanently established. In Europe it was first imported in 1972 in France. Additional introductions occurred from Oregon to the United Kingdom, followed by numerous transfers within European waters for aquaculture purposes (Portugal, Ireland, Spain, and Italy). Natural reproduction of introduced individuals favored geographical expansion into the wild, particularly in Italy, France, Spain and Ireland where the Manila clam proved to be more resistant and grew faster than the endemic carpet-shell clam, *R. decussatus*. Consequently, *R. philippinarum *displaced its autochthonous congeneric species in most areas, and now represents the most important species for commercial clam landings in Europe. Globally, harvest of *R. philippinarum *has experienced a dramatic increase in the last 20 years, currently representing one of the major aquacultured species in the world (3.36 million metric tons in 2008). China is by far the leading producer (97.4% of total annual production) while Italy has a smaller but yet conspicuous production of over 65,000 tonnes per year [1].

Despite the relevance of Manila clam landings in world aquaculture, genomic resources for *R. philippinarum *are still extremely limited [2]. A small set of genetic markers is available [3] and only 5,707 transcripts has been sequenced and are already available on GENBANK. Although *R. philippinarum *is considered a robust species, capable of adapting to a wide range of environments, infectious diseases, chronic parasitic (*e.g. Perkinsus *-like microorganisms) and bacterial (*e.g*. brown ring bacterial disease) infections, it has been suffering mass mortality that have caused severe production losses in different areas (European Atlantic waters, Yellow Sea) [1]. The impact of infections is often aggravated under particular environmental conditions, such as extreme temperatures or limited availability of oxygen or nutrients. However, massive mortalities are rarely explained by a single parameter. An understanding of the interactions among different biotic and abiotic factors influencing survival is therefore a high priority for clam aquaculture. Functional genomics, or more specifically physiological genomics, *i.e. *a global analysis of transcriptome responses to different conditions, offers unprecedented opportunities to achieve such a goal. For instance, a genomic analysis was recently used to investigate summer mortality in the Pacific oyster [4]. To this end, the development of transcriptomic tools for the Manila clam is the first necessary step.

A second and possibly more important application of global gene expression profiling in *R. philippinarum *is environmental monitoring. Genomic technologies are increasingly used to evaluate the biological effects of various chemical pollutants on aquatic animals under either controlled conditions or in natural environments (*e.g. *[5,6]). While several hurdles remain to be overcome, the outlook for eco-toxicogenomics is extremely promising [7]. A sessile, filter-feeding organism living in the seafloor sediment, *R. philippinarum *represents an excellent "sentinel" species to assess the quality of marine environment. Two recent studies correlating different biochemical, cellular, and organismal markers with levels of pollutants in the sediment [8] or accumulated in the animals [9] support this view. However, a limited set of multiple biomarkers is usually employed in most of the studies. Therefore, a transcriptomic approach could provide a much broader analysis of different biological processes allowing for an integrated description of responses to xenobiotics [5,6].

The aim of the present study was to fill the gap in transcriptome sequence data available for the Manila clam and to develop a reliable and informative platform for global gene expression profiling, to be then applied to environmental monitoring. To this end, next-generation sequencing was coupled with a technology, in situ synthesized oligo array, which has provided a robust and flexible microarray platform in other species using conventional Sanger sequencing [10-18].

To date, 454 mollusc data are available only for *Mytilus galloprovincialis *and *Bathymodiolus azoricus *[19,20], and to our knowledge, this is the first report of an oligo DNA microarray developed using ultra-high throughput pyrosequencing in a mollusc species. A free web-accessible database including extensive transcript annotation and a blast search option was also developed in support of the gene expression platform.

In order to assess the feasibility of this newly developed *R.philippinarum *microarray to toxicogenomics, a preliminary investigation has been performed by profiling gene expression in gills and digestive glands of clams sampled in the industrial area of Marghera, a highly polluted site of the Venice Lagoon, compared to animals sampled in a clean area of the lagoon of Venice.

## Results and Discussion

### Next-generation sequencing and hybrid contig assembly

Starting from a total of 463,424 sequences (see Methods), a first run of hybrid assembly grouped 191,624 reads (41%) into 40,477 contigs. The resulting assembled sequences and the remaining singletons were then used as input for a second MIRA run (see methods) of assembly in order to produce meta-contigs from a fraction of partially redundant contigs obtained by the first run. This approach produced a set of 32,606 contigs. Summary statistics of the ESTs generated for *R. philippinarum *and their assembly are reported in Table 1. Figure 1 shows the distribution of sequence length and the relationship between length and average quality for the 32,606 contigs. All Roche 454 FLX reads have been deposited in GenBank (GenBank:SRR058508.1-SRR058508.457717).

**Table 1:** Summary of generated *Ruditapes philippinarum *ESTs and assembly results with statistics describing different properties of transcriptome contig sequences available in R*uditapes philippinarum *Database (compgen.bio.unipd.it/RuphiBase)

	Feature	Value
Sequences	454 reads	**457,717**
	Sanger sequences	**5,707**
	
	Assembled sequences	**191,624**

Contigs	First run of hybrid assembly	**40,477**
	
	Meta-contigs of second assembly	**4,990**
	Not re-assembled	**27,616**
	
	Total (*Ruditapes philippinarum *transcriptome)	**32,606**
	Mean length (bp)	**546**
	Max length (bp)	**2497**
	Mean Average quality (Phred)	**39.2**
	Mean GC%	**33.5**

**Figure 1:**
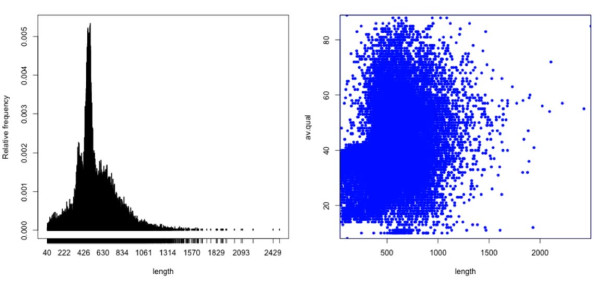
**Sequence length and average quality**. Distribution of sequence length and relationship between sequences length and average quality for the set of 32,606 contigs.

### Transcriptome annotation

Putative identities of assembled contigs and meta-contigs were obtained by running Blastx and Blastn similarity searches on several protein and nucleotide databases (see Additional file 1). Of 32,606 unique sequences, 7,907 (24%) showed at least one significant match (e < 10-5) in the NCBI non-redundant protein database. The use of Blast2GO software allowed the association of one or more GO terms to 6,867 *R. philippinarum *data base entries. Of these, 2,788 were linked to "Biological Process" (BP) GO entries, 2,880 to "Cellular Component" (CC) entries, and 3,141 to "Molecular Function" (MF) entries. Unique GO terms represented in *R. philippinarum *entries were 1,515 for BP, 380 for CC, and 655 for MF. A simplified view of these GO terms using a "Generic GO Slim" showed 46 BP, 30 CC, and 34 MF classes (see Additional File 2).

In addition to the annotation with Blast2GO, Blast searches against UniProtKB/Swiss-Prot database, UniProtKB/TrEMBL database and 26 different species-specific data bases (see Additiona file 1) were implemented in order to further increase the number of putatively annotated *R. philippinarum *contigs (see Methods for details). This approach provided a significant match for additional 1,840 transcripts, which showed no previous correspondence with either the NCBI non-redundant protein or nucleotide database, and brought the final number of clam entries associated with a known protein or transcript to 9,747 (30%).

### RuphiBase, a Ruditapes philippinarum database

All 32,606 contig sequences as well as different layers of results for data analysis are available through RuphiBase [21], a free web-accessible database implemented using MySQL and Django web framework. RuphiBase is centered on contig sequence and annotation, and can be searched by contig ID and key word match on different textual fields. Moreover, it allows the user to conduct a local BLAST search on the fly against the transcripts database, in order to identify one or more transcripts significantly similar to a given query sequence. Indeed, massive and customizable data retrieval is provided by a browsing system. For each contig, a gene-like entry shows different data and bioinformatic analyses results according to the scheme detailed below:

• *Contig information*. For each contig, identified by an ID and a preliminary description, the FASTA sequence is given, along with an informative contig description, which is defined by the Blast2GO natural language text mining functionality, applied to BLAST hits description. The best hit is used when a BLAST2GO description is unavailable.

• *Assembly*. The list of reads belonging to the contig is given together with two FASTA files which include all read sequences, contig with reads and ESTs sequences and ACE format multiple alignment of the contig with reads and ESTs.

• *Gene Ontology*. GO terms associated to each transcript are given for BP, MF, and CC, with hyper-link to the GO database.

*BLAST results*. BLAST results, for both nucleotide and protein database searches, are shown in a dedicated section in the classic BLAST output format. These results are hyperlinked to external databases, and include the list of alignment descriptions and details about the pairwise alignments of each transcript with the corresponding BLAST hits.

### Microarray quality assessment

A total of seven microarray experiments (three biological replicates for gills and four for the digestive gland) were carried out. 

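Scanner output of 6 arrays with RNA from Alberoni clams was re-analysed: 3 pools of digestive glands (pools 1, 3 and 4) and 3 pools of gills, with 5 clams in each pool. The array of the remaining digestive gland pool was not used here. Each array was read in 1 colour, and the authors' extraction software gave every spot a background-subtracted intensity and flags for spots that were found, well above background, saturated or uneven. The arrays were matched to the replicates of Table 2 by their correlations: without normalization, the 3 coefficients among the digestive gland pools lay within 0.00097 of those printed there. Control spots were left out, which leaves 42332 probes of 60 bases. Uneven or outlying spots were treated as missing, 326 of them on the array of digestive gland pool 1 and at most 14 on each of the others. Between 21480 probes (gill pool 1) and 25433 probes (digestive gland pool 1) per array were well above background. With 3 arrays per tissue, the number of arrays limits the precision of every value.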

After data extraction, hybridization success for each probe was inferred if flag "glsFound" values was equal to 1 (see Methods). 

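The flag for a found spot was counted over the 6 Alberoni arrays. It was set on no array for 225 of the 42332 probes (0.532%), on every array for 19999 (47.2%) and on at least 4 arrays for 34275 (81.0%). Single arrays had between 32808 and 35710 probes found. With the array of digestive gland pool 1 left out, the number found on no array rose to 516, and with each of the other arrays left out it lay between 314 and 389. The stricter flag for a signal well above background moved these counts most: 11615 probes had it on no array and 16078 on every array.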

Across all experiments, only 131 probes (0.3%) never showed a signal higher than the background, while 19,360 probes (46%) were always successful and 37,379 (88%) were successful in at least four experiments.

To evaluate the repeatability of the array results, microarray data for the digestive gland (four biological replicates, each replicate consisting of a pool of five individuals) were normalized. The degree of mutual agreement between replicates was assessed by estimating the Pearson correlation coefficients (r) on the entire set of expression values. 

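Pearson correlations were computed across probes on quantile-normalized signals for each pair of digestive gland pools from Alberoni. They were 0.976 between pools 1 and 3, 0.971 between pools 1 and 4, and 0.981 between pools 3 and 4. On the log2 scale, where bright probes weigh less, the same pairs gave between 0.947 and 0.966. Restricting the log2 values to probes well above background raised the lowest of these to 0.961. The 3 pairs of Alberoni gill pools gave between 0.964 and 0.975 on the linear scale. Each coefficient runs across probes, which are not independent replicates, so no p is given.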

Pairwise comparisons of replicate experiments showed correlation coefficients with r > 0.99 and were always significant (p-value < 0.01) (see Table 2), confirming a good reproducibility of the microarray platform. Normalized fluorescence data for these comparisons have been deposited in the GEO database [22] under accession numbers GEO:GSE24050. The Manila clam microarray platform is characterized also by the presence of two duplicated probes, at different coordinates on the same array, for a total of 2,000 annotated transcripts. The variability between two identical probes for the same transcript was evaluated using the ratio between the two probe intensity levels (fold-change, FC) as a measure of signal difference. This ratio is expected to assume a value around 1. In Figure 2 each box plot describes the distribution of observed fold-changes between Probe_1 and Probe_2 for each array experiment in the digestive gland and gills pools. This is symmetrical, centered around 1 and equal across all the experiments. 

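The ratio of Probe_1 to Probe_2 was recomputed for the 2000 duplicated transcripts on each of the 6 Alberoni arrays. The median ratio per array lay between 0.996 and 1.001. The 25th percentile lay between 0.932 and 0.954 and the 75th percentile between 1.055 and 1.063. The 2 copies were within 1.5-fold of each other for 91.0% of pairs on the array of digestive gland pool 1 and for up to 96.3% on that of digestive gland pool 4. Among pairs well above background, these shares were 96.5% on the array of digestive gland pool 1 and between 99.0% and 99.5% on the others.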

Concordance of hybridization signal for probe pairs was confirmed by estimating Pearson correlation coefficients between Probe_1 and Probe_2 for each gene across seven experiments. The correlation coefficient was always greater than 0.95 and highly significant (p < 0.0001) (data not shown).

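Within each array, the signals of Probe_1 and Probe_2 correlated across the 2000 pairs with r = 0.964 on the array of digestive gland pool 1 and r = 0.998 on each of the other 5 Alberoni arrays. For single transcripts, the coefficient over the 6 Alberoni arrays was above 0.95 for 1646 of the 2000 pairs (82.3%). Among the 1250 pairs well above background on every array it was above 0.95 for 1119 (89.5%). These arrays fall into 2 groups by tissue, so a coefficient over them can rest on the difference between the tissues alone. From the correlations between replicate experiments, the paper concludes that the platform is reproducible.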

**Table 2:** Correlation coefficients on the entire set of expression values across biological replicates (**p-value < 0.01)

	Digestive gland Pool 1	Digestive gland Pool 2	Digestive gland Pool 3
**Digestive gland_Pool 2**	0.9718101**		
**Digestive gland _Pool 3**	0.9714377**	0.977098 **	
**Digestive gland _Pool 4**	0.9665312**	0.9789406**	0.981809**

**Figure 2:**
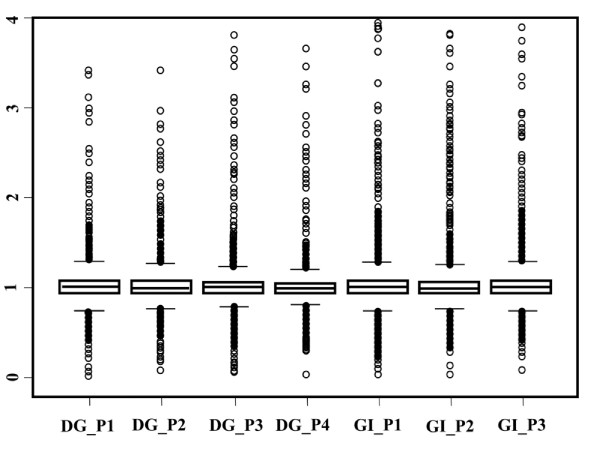
**Correlation between Probe_1 and Probe_2**. Distribution of observed fold-changes between Probe_1 and Probe_2 for each array experiment in the digestive gland (DG) and gill (GI) pools (P).

### Comparison of gene expression in the digestive gland and gills

Fluorescence data microarray experiments of three biological replicates consisting of pooled digestive glands and three pools of gills sampled in Alberoni, a clean area in the Venice Lagoon, were normalized and used to identify genes that were differentially expressed in different tissues.

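The 6 Alberoni arrays were quantile-normalized together and put on the log2 scale. Digestive gland was compared with gills by limma, with Benjamini-Hochberg adjustment over all 42332 probes. Pools of the tissues were treated as unpaired, although they may hold organs of the same clams. A probe was called at an adjusted p below 0.03 and an FC of at least 3, from the FDR the paper enforced and the lowest FC it gives. Both tissues shared slides and 1 scanning session: slide 3 held digestive gland pool 1 with gill pools 1 and 2, and slide 4 held digestive gland pools 3 and 4 with gill pool 3. A probe that was well above background on no array of a tissue has only a bound there. In that case the mean log2 signal of the brighter tissue was set against, per array, the higher of the dim probe's own signal and the lowest signal among probes well above background, and the result is given as at least that FC. After normalization, the median log2 difference over all probes, digestive gland minus gills, was -0.28. It was -0.50 with each array scaled to its median in place of quantile normalization.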

Digestive glands and gills were chosen because of their relevant role on detoxification of xenobiotics as well as filtration of suspended matter and as defense barrier, respectively. These are cellular/organismal processes crucial in the response to chemical pollutants and/or pathogens exposure. Processed data were deposited in the GEO database [22] under accession number GSE24101. A two-unpaired class Significance Analysis of Microarray (SAM) test was carried out on normalized data, enforcing a False Discovery Rate (FDR) of 3%. A list of 10,159 significant probes, corresponding to 8,512 unique transcripts, was obtained. A total of 2,880 transcripts were up-regulated in pooled samples of digestive gland compared to gills with a FC ranging from 3 to 23,550, while a total of 7,279 transcripts was up-regulated in the gills compared to the digestive gland with a FC ranging from 3 to 18,200. 

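limma called 8573 probes between the tissues, belonging to 7029 transcripts. Of these probes, 3568 were higher in the digestive gland and 5005 in the gills. Leaving out 1 array at a time gave between 7037 and 8094 probes. With the slide as a block, 7964 probes were called. Among the other normalizations and filters, background correction by normexp moved the count most, to 3657 probes, of which 2064 were higher in the digestive gland. An FC can be given for 4891 of the 8573 probes and a bound for 3548, while 134 were dim in both tissues. The highest FC was 21334 for digestive gland over gills and 10429 for gills over digestive gland. Probes named here were called, well above background and not saturated on all 6 arrays, and without overlap between the tissues. Of these, ruditapesP_s38433 had a log2 FC of 13.02 (standard error 0.29, adjusted p = 6.15e-06 from limma) and ruditapesP_lrc33730 one of 12.80 (standard error 0.36, adjusted p = 1.32e-05). The lowest values under these conditions were -10.97 for ruditapes_c3851_S (standard error 0.31, adjusted p = 1.32e-05) and -10.60 for ruditapes_lrc34030_S (standard error 0.61, adjusted p = 0.000183). Without the conditions on saturation and overlap, FCs of gills over digestive gland reached 2475 among called probes well above background on all 6 arrays. As overlap was ruled out in choosing the 4 probes, the separation of their arrays by tissue is not a result. The files give these probes no gene name.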

A putative annotation could be obtained for 3,491 genes that were differentially expressed in the two tissues (see Additional file 3). A more systematic functional interpretation of the set of differentially expressed genes was obtained by an enrichment analysis using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) software [23] with two alternative strategies. In the first case, *R. philippinarum *entries were matched to human Ensembl Gene IDs, while in the second strategy *R. philippinarum *entries were associated with zebrafish Ensembl Gene IDs (see Methods). Human or zebrafish IDs corresponding to differentially expressed Manila clam transcripts and to all genes represented on the array were then used to define a "gene list" and a "background" in DAVID, respectively. This allows functional annotation of differentially expressed genes through enrichment analyses based on an integrated biological knowledgebase, containing over 40 annotation categories. The second strategy allowed the assignment of a putative homologue to a larger number of clam transcripts. In total, 406 genes up-regulated in the digestive gland and 660 genes up-regulated in the gills found a corresponding functional annotation in DAVID. Enrichment analysis for up-regulated transcripts in the digestive gland showed 5 KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways, 20 Biological Process (BP) terms, 5 Cellular Component (CC) terms, and 16 Molecular Function (MF) terms to be significantly over-represented (see Table 3). Enriched gene sets were involved in typical liver and pancreas metabolic processes such as cytochrome P450-mediated metabolism of xenobiotics, retinol metabolism and glutathione metabolism. The digestive gland of molluscs is also called "hepatopancreas" and integrates functions that are liver- and pancreas-specific in vertebrates. A notch signaling pathway was found among enriched KEGG pathways, although with a low statistical significance value (*P *= 0.09). This pathway has a role in timely cell lineage specification of both endocrine and exocrine pancreas.

**Table 3:** GO terms significantly represented among up-regulated genes in digestive gland compared to gills tissue

	Term	Count	p-value	F.E.
**KP**	dre00982:Drug metabolism	8	3.9E-05	5.9
	dre00980:Metabolism of xenobiotics by cytochrome P450	8	3.9E-05	5.9
	dre00480:Glutathione metabolism	9	8.8E-04	3.7
	dre04142:Lysosome	14	1.9E-03	2.4

**BP**	GO:0055114~oxidation reduction	39	6.4E-06	2.0
	GO:0048468~cell development	15	6.7E-06	3.6
	GO:0040008~regulation of growth	11	7.2E-06	4.7
	GO:0001558~regulation of cell growth	10	3.2E-05	4.6
	GO:0009308~amine metabolic process	17	4.2E-05	2.9
	GO:0022008~neurogenesis	14	4.2E-05	3.3
	GO:0030182~neuron differentiation	12	4.6E-05	3.8
	GO:0048699~generation of neurons	13	8.2E-05	3.4
	GO:0016052~carbohydrate catabolic process	13	2.3E-04	3.1
	GO:0030154~cell differentiation	22	2.3E-04	2.2
	GO:0048869~cellular developmental process	22	8.4E-04	2.1
	GO:0005975~carbohydrate metabolic process	18	2.2E-03	2.1
	GO:0007399~nervous system development	14	2.5E-03	2.4
	GO:0006066~alcohol metabolic process	13	7.7E-03	2.2
	GO:0009653~anatomical structure morphogenesis	20	1.1E-02	1.8
	GO:0006508~proteolysis	29	1.2E-02	1.5
	GO:0006629~lipid metabolic process	12	1.3E-02	2.2

**CC**	GO:0005576~extracellular region	20	1.13E-05	2.88
	GO:0016021~integral to membrane	40	2.11E-05	1.85
	GO:0031224~intrinsic to membrane	40	2.44E-05	1.84
	GO:0016020~membrane	55	3.34E-05	1.57
	GO:0044425~membrane part	42	0.001042	1.54

**MF**	GO:0030246~carbohydrate binding	29	2.55E-15	4.56
	GO:0005529~sugar binding	21	2.06E-11	4.69
	GO:0003824~catalytic activity	142	4.26E-06	1.29
	GO:0016491~oxidoreductase activity	46	1.69E-05	1.81
	GO:0005509~calcium ion binding	27	5.43E-05	2.18
	GO:0008233~peptidase activity	30	5.02E-04	1.85
	GO:0070011~peptidase activity, acting on L-amino acid peptides	29	5.42E-04	1.87
	GO:0004175~endopeptidase activity	25	5.63E-04	1.99
	GO:0004197~cysteine-type endopeptidase activity	11	1.10E-03	3.04
	GO:0016787~hydrolase activity	59	2.99E-03	1.39
	GO:0008234~cysteine-type peptidase activity	11	3.79E-03	2.66
	GO:0004872~receptor activity	18	3.97E-03	2.01

Here are the Biological Process (BP), Cellular Component (CC) and Molecular Function (MF) represented by at least 10 genes. Significantly represented KEGG pathways (KP) are also reported. Gene count, p-value and fold enrichment (F.E.) corresponding to each term are indicated.

Enrichment analysis on genes that were up-regulated in gills showed 10 KEGG pathway terms, 36 BP-GO terms, 35 CC-GO terms and 11 MF-GO terms, all significantly over-represented (see table 4). Genes over-expressed in the gills were involved in different cellular functions, including cell proliferation, differentiation, and migration. Two signaling pathways, Wnt and JAK-STAT, appeared to be significantly over-represented. The Wnt signaling pathway, with 13 genes over-expressed in gills, describes a complex network of proteins with a broad role in embryogenesis as well as in several cell processes of adult animals. The JAK-STAT signaling pathway transduces information from various chemical signals outside the cell to transcriptional regulation and it is involved in a wide array of cell activities. Other significant pathways, RIG-I-like receptor, NOD-like receptor, and Toll-like receptor signaling suggest a relevant role of immune response for the gills. This is supported by the large amount of hemocytes present in the gills and the presence of lectins and lysozyme among differentially expressed genes (data not shown). Enrichment in genes involved in blood vessel and vascular development is expected in a highly vascularized tissue as the gills, while over-representation of microtubule-associated proteins might reflect the importance of cytoskeletal structures in gill epithelia.

**Table 4:** Biological Process (BP), Cellular Component (CC), KEGG pathways (KP) and Molecular Function (MF) significantly represented by at least 10 genes up-regulated in gills compared to digestive gland

	Term	Count	p-value	F.E.
**KP**	dre04510:Focal adhesion	20	1.05E-04	2.31
	dre04540:Gap junction	8	6.50E-03	2.93
	dre04310:Wnt signaling pathway	13	1.22E-02	2.02
	dre04210:Apoptosis	8	1.24E-02	2.69
	dre04114:Oocyte meiosis	9	1.48E-02	2.42
	dre04621:NOD-like receptor signaling pathway	7	3.09E-02	2.57
	dre04630:Jak-STAT signaling pathway	5	3.50E-02	3.36
	dre04622:RIG-I-like receptor signaling pathway	6	4.50E-02	2.69
	dre04620:Toll-like receptor signaling pathway	7	4.94E-02	2.35

**BP**	GO:0050794~regulation of cellular process	89	2.74E-04	1.35
	GO:0034622~cellular macromolecular complex assembly	16	3.69E-04	2.41
	GO:0065007~biological regulation	101	3.75E-04	1.31
	GO:0050789~regulation of biological process	91	8.68E-04	1.31
	GO:0007166~cell surface receptor linked signal transduction	22	1.16E-03	1.93
	GO:0034621~cellular macromolecular complex subunit organization	16	1.87E-03	2.15
	GO:0007017~microtubule-based process	11	2.48E-03	2.59
	GO:0022607~cellular component assembly	20	4.27E-03	1.84
	GO:0050896~response to stimulus	39	5.63E-03	1.47
	GO:0042981~regulation of apoptosis	10	6.07E-03	2.51
	GO:0065003~macromolecular complex assembly	16	6.68E-03	1.94
	GO:0032501~multicellular organismal process	60	7.63E-03	1.32
	GO:0009653~anatomical structure morphogenesis	28	9.94E-03	1.55
	GO:0042592~homeostatic process	17	1.01E-02	1.83
	GO:0001568~blood vessel development	10	1.07E-02	2.35
	GO:0043067~regulation of programmed cell death	10	1.07E-02	2.35
	GO:0010941~regulation of cell death	10	1.07E-02	2.35
	GO:0001944~vasculature development	10	1.07E-02	2.35
	GO:0044085~cellular component biogenesis	23	1.39E-02	1.60

**CC**	GO:0015630~microtubule cytoskeleton	11	0.005	2.423
	GO:0044430~cytoskeletal part	14	0.033	1.747
	GO:0005856~cytoskeleton	22	0.044	1.471

**MF**	GO:0003924~GTPase activity	11	5.20E-04	2.97
	GO:0005515~protein binding	85	3.75E-03	1.28
	GO:0003700~transcription factor activity	12	5.89E-03	2.26
	GO:0019001~guanyl nucleotide binding	22	6.17E-03	1.73
	GO:0005525~GTP binding	22	6.17E-03	1.73
	GO:0032561~guanyl ribonucleotide binding	22	6.17E-03	1.73

Gene count, p-value and fold enrichment (F.E.) corresponding to each term are indicated.

### Strand orientation and antisense transcripts

As already mentioned, a great majority of probes showed a higher-than-background signal in four or more experiments, and nearly all of them in at least one. 

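In the deposited files, 24281 transcripts have at least 1 probe. A sense and an antisense probe are present for 16051 of them, duplicated probes for 2000 and a single probe for 6230. In only 90 of the 16051 pairs is the antisense probe the exact reverse complement of the sense probe. In all other pairs the 2 probes differ in sequence and position as well as in orientation, so the ratio of their signals is not a ratio of transcript amounts.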

Since for 16,052 transcripts two probes with opposite orientation were designed, bi-directional transcription appears a common phenomenon in the clam transcriptome. In fact, it is now clear that animal genomes are transcribed on both strands [24-26] and it is not to be excluded that part of the analyzed transcripts has a functional role [27]. In order to further explore this issue, microarray data for digestive glands and gills were analysed by examining sense-antisense probe pairs. 

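Sense and antisense probes were compared on the Alberoni arrays, normalized as for the tissue comparison. For each tissue, the linear signal of a probe was averaged over its 3 arrays. A pair entered the comparison when both of its probes were found on all 3 arrays, which left 5644 pairs in the gills and 5653 in the digestive gland. The signal ratio is the higher mean over the lower, and its replicate error is the SD of the share over the 3 arrays. Differential expression between the tissues was tested for each probe on its own, so the direction of a pair does not depend on the difference in brightness between its probes.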

After the exclusion of probes with missing data, absolute mean fluorescence signal values (f) obtained across biological replicates after normalization were divided into four classes (f < 10, 10 < = f < 100, 100 < = f < 1000, f < = 1000). Class assignment was conducted by considering the mean fluorescence value of the probe showing the lower signal for each pair comparison. Likewise, Fold Change (FC) between sense and antisense probes for each probe pair was assigned to four classes (FC < 1.5, 1.5 < = FC < 3, 3 < = FC < 10, FC > = 10). Our results showed that 75% and 73.5% of probe-pairs had a signal ratio >3 in the gills and digestive gland, respectively, and 60% reported a signal ratio >10 in both tissues (see Table 5). This suggested a prevalent strand-orientation for the majority of transcribed regions in the clam genome. On the other hand, the absolute fluorescence for the "minor" strand was greater than 100 for 1,267 (8.8%) and 985 (6.5%) probe-pairs in the gills and digestive gland, respectively. In addition, a signal ratio < 3 and a minimum of fluorescence >100 was recorded for 223 (1.6%) probe-pairs in the gills and 151 (1%) probe-pairs in the digestive gland. These results suggested that natural antisense transcripts (NATs) may be present in the clam transcriptome. 

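The signal ratio was above 3 for 87.7% ± 0.373 (SD, n = 3 arrays) of pairs in the gills and for 85.8% ± 0.303 (SD, n = 3) in the digestive gland. It was above 10 for 74.1% ± 1.16 and 71.1% ± 0.323 of pairs, respectively. The probe labelled sense was the brighter one in 80.2% of pairs in the gills and 79.6% in the digestive gland. The paper designed both probes where the orientation of a transcript was ambiguous or the transcript was not annotated. The label therefore need not mark the true sense strand, and these shares do not show which strand prevails. Keeping all 16051 pairs, whether or not the probes were found, moved the shares above 3 most, to 71.3% in the gills and 71.2% in the digestive gland. Over the 4 classes of the lower signal, the share above 3 ran from 82.2% to 90.5% in the gills and from 84.1% to 87.6% in the digestive gland. When antisense probes were exchanged between transcripts at random 1000 times, a mean of 82.0% of pairs had a ratio above 3 in the gills (range 80.7% to 83.5%) and a mean of 80.5% in the digestive gland (range 79.0% to 82.0%).

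**Figure D1:**
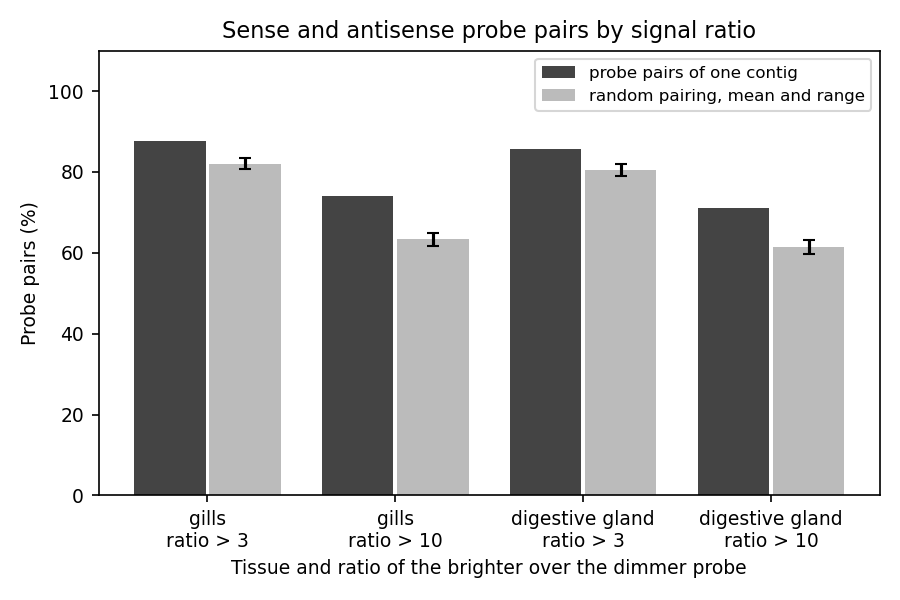
Share of sense and antisense probe pairs (%) with a ratio of the brighter over the dimmer probe above 3 or above 10, in the gills and the digestive gland of Alberoni clams. Dark bars are the pairs of one transcript, and light bars are the mean of 1000 random pairings with their range; in the gills, 74.1% of real pairs and a mean of 63.3% of random ones had a ratio above 10.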

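The dimmer probe had a mean normalized signal above 100 in 1125 of the 5644 pairs in the gills (19.9%) and in 862 of the 5653 pairs in the digestive gland (15.25%). With all 16051 pairs kept, these counts were 1244 (7.75%) and 962 (5.99%), so the share depends mainly on how many pairs are divided by.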

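A ratio below 3 together with a signal above 100 for the dimmer probe was found in 181 pairs in the gills (3.21%) and 113 pairs in the digestive gland (2.00%). With all pairs kept, the counts were 217 (1.35%) and 138 (0.860%). Leaving out 1 array at a time gave between 177 and 208 pairs in the gills and between 110 and 125 in the digestive gland.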

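Across pairs, the log2 signals of the sense and the antisense probe correlated with r = 0.176 in the gills and r = 0.235 in the digestive gland. From the pairs in which the minor strand is bright, and from those in which both strands have signals of similar size, the paper proposes that natural antisense transcripts may be present.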

Natural antisense transcripts have been originally identified by searching for EST collections, and appear to be widespread across species, although at different frequencies [28]. Various putative functions have been proposed for NATs [29]. For instance, an important role in the production of endogenous siRNAs is increasingly recognized [30]. A relevant question is whether NAT transcription is correlated, either positively or negatively, with the expression of their sense counterpart or it is independent of it. This was evaluated by analyzing gene/transcripts represented with both sense and antisense probes pairs with SAM, in order to identify those that were differentially expressed in gills and digestive glands (see Table 6). Setting a threshold for FC to 1.5 and enforcing a relatively stringent FDR (< 0.01), for 688 genes both probes presented a significant q value. Of these, 658 showed concordant direction in sense/antisense regulation, while for 30 genes the two probes were up-regulated in the gills and the digestive gland, respectively. 

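By limma, at an adjusted p below 0.01 and an FC of at least 1.5, both probes were called between the tissues for 701 of the 16051 pairs. Both probes were higher in the digestive gland for 288 pairs and in the gills for 403, and the probes went in opposite directions in 10 (1.43%). Without the array of digestive gland pool 3, 369 pairs were left, 2 of them in opposite directions, and without that of digestive gland pool 1, 493 pairs were left, 6 of them opposite. SAM on the log2 values called 1059 pairs, 13 of them in opposite directions. Among the 2062 pairs with both probes well above background on all 6 arrays, whether called or not, the probes went in the same direction in 82.7%. When the dimmer probes of these pairs were shuffled 1000 times, the mean share was 72.9% and the highest 74.8%. Across these pairs, the slope of the dimmer probe's log2 FC on that of the brighter was 0.343.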

Under a less stringent FDR (< 0.1), 3,042 probe-pairs resulted differentially regulated, with a proportion of paired probes expressed in opposite directions (0.05) similar to the one observed above (0.04)..

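At an adjusted p below 0.10 and the same FC, limma called both probes of 2005 pairs. Of these, 475 were higher in the digestive gland with both probes and 1476 in the gills, and 54 (2.69%) went in opposite directions. Between 1565 and 1795 pairs were called with 1 array left out. SAM called 3264 pairs at this level, 84 of them opposite. Among the 456 called pairs with both probes well above background on all arrays, 12 (2.63%) were opposite.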

**Table 5:** Comparison between sense and antisense probes for each probe pair

	FC < 1.5	1.5 < FC < 3	3 < FC < 10	FC > 10	TOTAL
**GILLS**					

**total**	1,958	1,635	2,118	8,629	14,340
**F LS < 10**	1,683	1,197	1,319	4,920	9,119
**10 < F LS < 100**	194	296	592	2,872	3,954
**100 < F LS < 1000**	66	119	162	707	1,054
**F LS > 1000**	15	23	45	130	213

**DIGESTIVE GLAND**					

**total**	2,061	1,909	2,646	8,411	15,027
**F LS < 10**	1,783	1,451	1,936	5,530	10,700
**10 < F LS < 100**	227	358	583	2,174	3,342
**100 < F LS < 1000**	45	84	105	583	817
**F LS > 1000**	6	16	22	124	168

The number of probes belonging to each Fold Change (FC) classes (FC < 1.5, 1.5 < = FC < 3, 3 < = FC < 10, FC > = 10) is reported. Probes are also distinguished according to the mean fluorescence value of the probe showing the lower signal (FLS, Fluorescence Lower Signal).

**Table 6:** Gene/transcripts represented with both sense and antisense probe pairs differentially expressed between gills and digestive gland (FC threshold set to 1.5)

q-value	Discordant S-AS pairs	Concordant S-AS pairs	
		
		UP-regulated in digestive gland	UP-regulated in gills
**< 18%**	898	532	3,489
**< 10%**	176	195	2,671
**< 1.1%**	30	97	561

### Clam genomic markers for environmental monitoring

A wide array of biochemical, cellular, and whole-organism markers have been applied to evaluate the biological effects of different types of pollutants in aquatic animals and to assess the status of marine ecosystems [31,32]. For instance, over-expression of metallothioneins (MTs) has been associated with exposure to heavy metals, inhibition of acetylcholinesterase (AChE) with organophosphorous, pesticide exposure, and induction of Vitellogenin (Vg) proteins (egg-yolk precursors) with the presence of xenoestrogens (endocrine-disruptors).

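Probes of acetylcholinesterase-like transcripts gave the following signals on the Alberoni arrays. ruditapesP_c7664 had a log2 signal of 10.19 ± 0.08 (SD, n = 3 arrays) in the digestive gland and 5.53 ± 0.83 (SD, n = 3) in the gills. Its log2 FC was 4.67 (standard error 0.44, adjusted p = 0.00116 from limma). ruditapesN_c12315 was higher in the digestive gland by a log2 FC of 1.22 (standard error 0.24, adjusted p = 0.0172 from limma), below the FC of 3. ruditapes_c21946_S was well above background in the digestive gland only, at least 2.45-fold higher there (adjusted p = 0.0309), and its antisense probe was well above background on 1 of the 6 arrays. ruditapesP_c30181 was well above background on the 3 gill arrays and on none of the digestive gland, at least 3.83-fold higher in the gills (adjusted p = 0.0297), and was still called with only 1 of the 6 arrays left out in turn. The 10 metallothionein transcripts are represented by 14 probes.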

In the *R. philippinarum *platform developed in this study at least four transcripts (ruditapes_c21946, ruditapes_c30181, ruditapes_c7664, ruditapes_c12315) that appear to be AChE precursors and ten different expressed sequences (ruditapes_lrc32058, ruditapes_lrc32676, ruditapes2_c61, ruditapes2_c830, ruditapes2_lrc2117, ruditapes2_lrc4331, ruditapes2_lrc4377, ruditapes2_lrc4388, ruditapes2_lrc5136, ruditapes2_lrc5747) coding for a putative metallothionein were incorporated into the microarray. Finally, a transcript (ruditapes_c16240) showing a significant match with invertebrate Vg proteins was also included. It is worth mentioning that the lack of a specific anti-Vg antibody for many species impairs direct measure of such biomarker, and only indirect estimates of Vg concentration can be obtained using an alkali-labile phosphate (ALP) assay.

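The single probe of this transcript, ruditapesP_c16240, had a log2 signal of 11.45 ± 0.42 (SD, n = 3 arrays) in the digestive gland of Alberoni clams and was well above background on none of the 3 gill arrays. It was at least 243-fold higher in the digestive gland (adjusted p = 3.73e-05 from limma) and was called with any of the 6 arrays left out. Between Marghera and Alberoni, its log2 FC in the digestive gland was 0.24 (standard error 0.47, adjusted p = 0.848), and in the gills it was well above background on no array of either area.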

At the cellular level, loss of lysosomal membrane integrity has been observed as a consequence of oxidative stress induced by several class of chemicals. Reduced lysosomal membrane stability is also linked to increased autophagy [33]. To which extent these biochemical and cellular markers might be mirrored by gene expression markers present in RuphiBase based on GO-CC annotation, 73 lysosomal proteins including several cathepsins and other hydrolases could be found in the current clam transcriptome. 

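Transcript ruditapes_c23093, the putative ATG12 homolog, has a sense and an antisense probe. The sense probe had a log2 signal of 5.15 ± 2.63 (SD, n = 3 arrays) in the digestive gland, where it was well above background on 2 arrays, and 4.89 ± 0.83 (SD, n = 3) in the gills. The difference of 0.26 was smaller than the spread between arrays (adjusted p = 0.933 from limma) and turned to -1.32 without the array of digestive gland pool 1. The antisense probe was well above background on 1 gill array and on none of the digestive gland. It was at least 1.70-fold higher in the gills (adjusted p = 0.0186 from limma), and was still called in 1 of the 6 fits with an array left out.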

Of note is a putative homolog (ruditapes_c23093) for Autophagic Transcript 12 (ATG12), an ubiquitin-like modifier necessary for macroautophagy, while several RuphiBase entries match with p14/ROBLD3, which is part of a protein complex that recruits mTOR (Mammalian Target Of Rapamycin), a key negative regulator of autophagy, to the lysosome membrane [34]. Further studies may be conducted to test whether chemical pollutants affecting lysosomal stability can induce alterations in expression levels of lysosomal and/or autophagy-related proteins. Indeed, tributyltin chloride has recently been shown to inhibit mTOR in neuronal cells [35].

A separate discussion is required for GSTs, which constitute a large protein family [36], with a pivotal role in detoxification of xeno-compounds. These enzymes, involved in the conjugation of reduced glutathione to electrophilic centers on a wide variety of substrates, contribute to the detoxification of endogenous compounds (*e.g. *peroxidised lipids) as well as xenobiotics, and an increased GST activity has been observed after exposure to a broad set of pollutants. A total of 118 RuphiBase entries were annotated as putative GSTs of different subfamilies. Apart from four microsomal GSTs, putative cytosolic GSTs were divided into five subfamilies: 61 GST-σ, 21 GST-θ, 11 GST-π, 7 GST-μ, 4 GST-ω and 10 unclassified GST isoforms. Comparison of clam transcripts against single-species complete transcriptomes revealed the highest number of matches (69) with zebrafish., 33 α-like GSTs, 7 GST-μ, and 29 GST-π isoforms were identified. Human-clam comparison returned only 36 matches, although subfamily classification was more complex with 6 GST-μ, 10 GST-π, 1 GST-ξ, 15 GST-θ and 4 GST-ω isoforms. To further explore the incongruence between different annotations, we conducted a detailed analysis of the 29 GST-π isoforms classified on the basis of similarity against zebrafish. Eight transcripts showed an open reading frame (ORF) encoding a putative complete coding sequence for GST, while four transcripts presented an ORF encoding a partial GST coding sequence. The remaining sequences (17) contained either partial or complete GST coding sequences with reading frames interrupted by stop codons. Comparative sequence analysis revealed that these frame-shifts were always due to insertions/deletions (indels) within short homopolymeric stretches, a known problem with 454 pyrosequencing technology [37]. A phylogenetic tree was then reconstructed (see Figure 3) using the eight complete RuphiBase GSTs together with the best matching protein from GenBank as well as from human and zebrafish putative homologs (see Methods). It is clear that the classification based on comparison with zebrafish is incorrect, hiding two groups of sequences, one belonging to the σ subfamily, the other containing *bona fide *GST-π proteins. Using Blast results, the remaining 21 partial and/or interrupted ORFs were assigned to one GST sequence present in the tree in Figure 3, to obtain a classification of all 29 sequences originally assigned to the π subfamily. A tree-like representation is better suited to analyze and display the evolution of protein families or sub-families including a large number of multiple gene copies. The gene genealogy in Figure 3 is just an example of what is expected in case of a significant multiplicity is observed, as is the case of the the subset of GST-encoding transcripts analyzed here. To which extent different GST sequences reflect the presence of distinct GST loci in the clam genome? Pairwise comparison of best matching clam sequences across 29 GST-encoding transcripts (average length 742 bp, range 286-1130 bp) showed that one third of sequence differences (145 out of 14,042 surveyed bp, average 1%, range 0-3%) was due to indels, a likely consequence of sequencing errors, but the majority (269, average 1.9% range 0.1-11%) are nucleotide replacements, which are much less frequently observed with 454 pyrosequencing technology. For 15 sequences the closest match has 1% sequence divergence, for 11 more than 2%. Therefore, although part of the observed sequence diversity might be explained as different alleles of single GST loci, a substantial number of GST isoforms appear to be encoded by different genes. It should also be reminded here that this is a conservative estimate because in most comparisons only a fragment of the total sequence for each transcript, generally the one encompassing the coding region, was aligned (average 79%, range 33-100%). A similar problem of classification affects 21 sequences assigned to the θ GST subfamily, with 18 transcripts finding a *Pleuronectes platessa *(plaice) θ GST as their best match in SwissProt. This plaice θ GST has been recently re-assigned to a novel GST class, ρ [38]. Therefore, most clam sequences attributed to the θ class might actually belong to this specific GST protein group, similar to the only putative θ GST from a mollusk species isolated so far [39]. On the other hand, the remaining three sequences matched either a mammalian or a avian θ GST protein and might represent the first evidence of molluscan θ GSTs.

**Figure 3:**
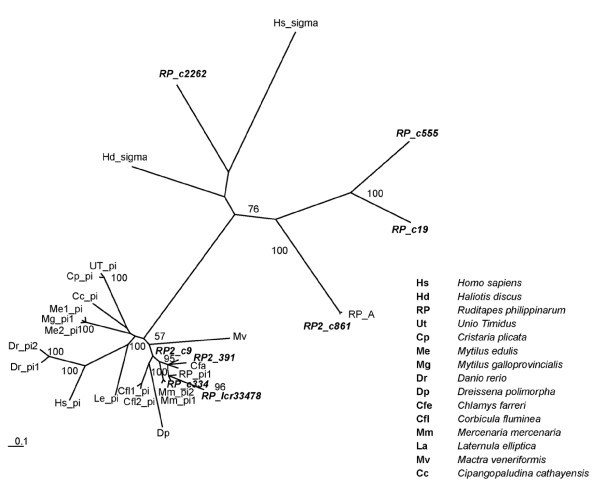
**Unrooted phylogenetic tree showing the relationships between published and unpuplished GST from *R. philippinarum *database (bold)**. Sequences are defined by two-letter species abbreviation followed by the GST symbol (pi or sigma) whenever possible. Bootstrap values are assigned to each interior branch. Values less than 50% are not shown. Genbank or Ensembl accession numbers are as follows: Hs_sigma (ENS:ENSP00000295256), HD_sigma (GenBank::AB026603.1), RP_A (GenBank:ACU832161), Mv (GenBank:ADB91399), Cfa (GenBank:ACL80138), MM_pi1 (GenBank:ABV29188), MM_pi_2 (GenBank:ABV29187), Dp (GenBank:ABP73387), Cfl1_pi (GenBank:ABO47816), Cfli2_pi (GenBank:AAX20374), Le_pi (GenBank:ABV44413), Hs_pi (ENS:ENSP00000381607), Dr_pi1 (ENS:ENSDARP00000004830), Dr_pi2 (ENS:ENDARP000000744422), Me1_pi (GenBank: AAF35893), Me_2pi (GenBank:AAS60226), Mg_pi1 (GenBank: AAM91994), Cc_pi (GenBank:ACJ03598), Cp_pi (GenBank:ADM88875), Ut_pi (GenBank:AAX20373), RP_pi (GenBank:ACM16805).

A correct classification of GST proteins is often difficult [36], but it is mostly important when correlating the expression of different GST-encoding genes with exposure to specific groups of environmental pollutants, as the various GST classes show diverse substrate specificities, catalytic properties, and tissue distribution.

### Gene expression profiling of Manila clam sampled in a polluted area of the Venice lagoon

The Venice lagoon, the largest in the Mediterranean sea, is characterized by the presence of complex mixtures of xenobiotics, derived from both industrial and domestic effluents, which reach higher concentrations in specific areas, mainly close to the industrial zone of Marghera. Gene expression profiles of digestive glands and gills from Manila clams harvested in a cleaner area (Alberoni) of the Venice lagoon were compared to the corresponding tissues of clams sampled within the industrial area. This area shows high levels of contamination with different xenobiotics, as confirmed in various studies [40] and it is currently restricted for clam harvesting.

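All 12 deposited arrays enter this comparison, with 3 pools of 5 clams for each tissue and area. The 6 arrays of a tissue were quantile-normalized together, and log2 signals from Marghera were compared with those from Alberoni by limma. A probe was called at an adjusted p below 0.10 and an FC of at least 1.5, as the paper set for SAM. Over the 12 arrays, 2 probes were found on no array and 14858 on every array. The array of gill pool 2 from Marghera was the dimmest, with a 75th percentile of the signal of 105.7, against 190.2 to 441.9 on the others. Digestive glands from Marghera were scanned in session 1 on 2 slides, all Alberoni arrays in session 2 on 2 slides, and gills from Marghera in session 3 on 1 slide. As no session holds both areas of a tissue, area and session cannot be told apart. Of the 10 spike-in RNAs, added in equal amounts to all samples, 2 differed by more than 1.5-fold between the areas in each tissue, both brighter at Marghera; none of the 7 that were well above background on all spots did so. With each array scaled to its 75th percentile in place of quantile normalization, the median of all probes in the gills lay 0.53 higher at Marghera on the log2 scale, and in the digestive gland 0.06 higher. Changes between the areas are to be read against medians of 0.01 and -0.02 after quantile normalization.

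**Figure D2:**
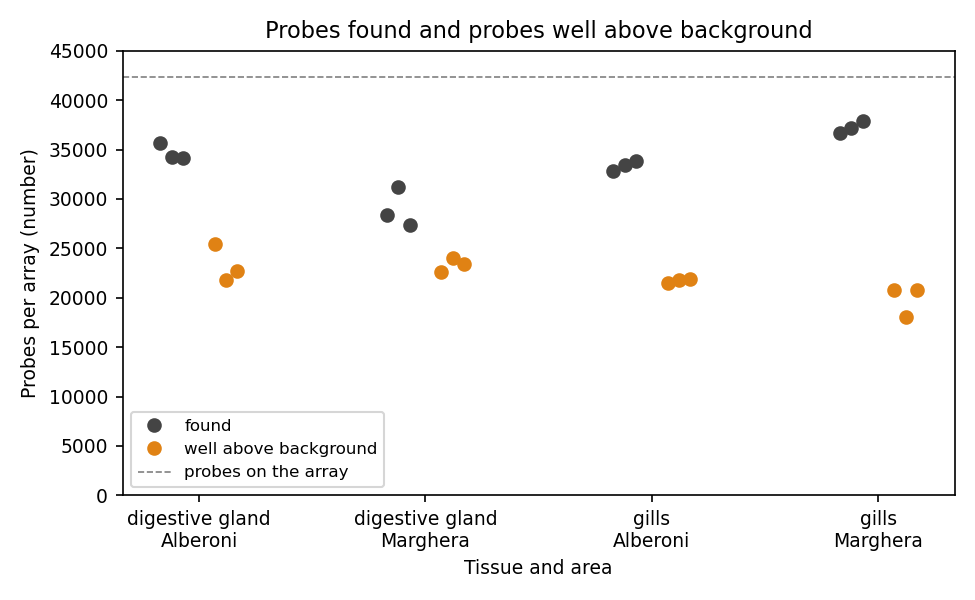
Number of probes per array that were found (dark points) or well above background (orange points), for the 3 arrays of each tissue and area, out of 42332 probes (dashed line). Arrays of digestive glands from Marghera had 27329 to 31185 probes found, fewer than any other group, and those of gills from Marghera 36697 to 37909.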

For each tissue and comparison, raw and normalized fluorescence have been deposited in the GEO data base [22] under accession number GEO:GSE27194. A two-unpaired class SAM test was carried out separately for digestive glands and gills on normalized data, enforcing a False Discovery Rate (FDR) of 10% and Fold Change (FC) of 1.5.

Comparison of expression profiles between the two areas revealed a remarkably large number of differentially expressed transcripts in both tissues, respectively 1,127 in the digestive gland and 2,432 in the gills. 

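limma called 441 probes (430 transcripts) in the digestive gland and 1862 probes (1744 transcripts) in the gills. The count in the digestive gland depended on single arrays. Without Marghera pool 2 or Alberoni pool 3, limma called 0 probes, with 4401 and 4497 probes at an unadjusted p under 0.05. Without Marghera pool 3 it called 6 probes, without Alberoni pool 4 it called 5, and without Alberoni pool 1 it called 664. In the gills, the count with 1 array left out lay between 858 and 1252 (without Alberoni pool 2 and Marghera pool 2). SAM on the log2 values called 1053 probes in the digestive gland and 3146 in the gills. The deposited processed values, tested the same way by limma, gave 1705 probes in the gills. In the digestive gland they gave 20, but there the columns of 2 of the 3 Alberoni pools hold signal that is not normalized and the values of 6021 probes stand in columns of other arrays, so this count does not show the outcome of the authors' normalization. With slide as a random block, 612 and 3779 probes were called, at estimated correlations within slides of -0.05 and -0.15. No slide held both areas of a tissue, so this block cannot remove a difference between slides. A negative correlation narrows the standard error of the area difference, so these counts come from a less strict test.

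**Figure D3:**
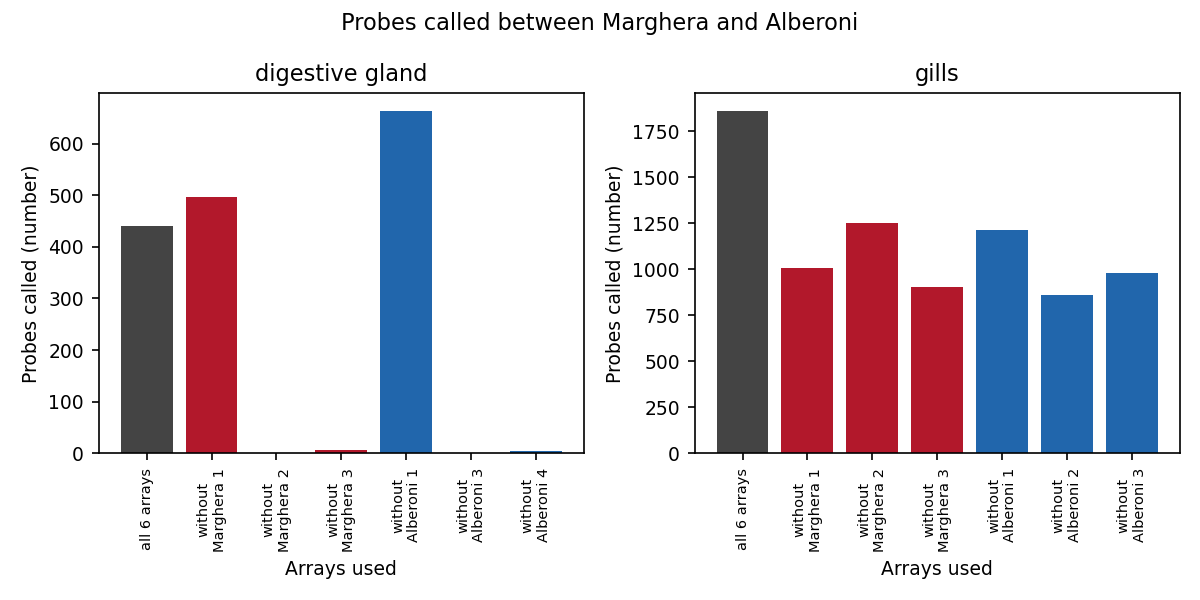
Number of probes called between Marghera and Alberoni with all 6 arrays of a tissue (dark bar) and without each array in turn (red, an array from Marghera left out; blue, one from Alberoni). In the digestive gland the number ran from 0 to 664, and in the gills every array left out lowered it, to between 858 and 1252.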

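Of the probes called by limma, 59 were called in both tissues, 57 of them in the same direction; independent sets of these sizes would share 19.4. With a digestive gland array left out the number ran from 0 (Marghera pool 2, Marghera pool 3 or Alberoni pool 3) to 80 (Alberoni pool 1), and with a gill array left out from 15 (Alberoni pool 2) to 34 (Marghera pool 2). By SAM, 188 probes were called in both tissues. A probe called in 1 tissue only is not thereby shown to differ between tissues. The difference itself was tested by limma as an interaction of area and tissue on the 12 arrays. Pools of the tissues may share clams, which neither this test nor the number for independent sets allows for. At an adjusted p below 0.10, 504 probes had such an interaction, of which 325 had been called in the gills only, 61 in the digestive gland only, 2 in both and 116 in neither. Without Marghera digestive gland pool 1, 229 probes had one.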

A limited set of transcripts (99) showed differential expression in both tissues. Fold-change differences varied from -174- to 1,446-fold in the gills, with a prevalence for up-regulated transcripts (1,412) compared to down-regulated ones (1,020) in samples collected in the industrial area. This trend is reversed for transcripts displaying the strongest signal, as 93 probes showed FC > 5 (13 with FC > 10), whereas 120 ones presented FC < -5 (22 with FC > 10). 

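In the gills, 1087 of the called probes were higher at Marghera (58.4%) and 775 lower. With arrays scaled to their 75th percentile, and so with the median of all probes shifted, 1185 were higher (79.8%) and 300 lower. An FC can be given for 1040 of the 1862 probes and a bound for 337, while 485 were well above background on no array of either area. The highest value was a bound of at least 474-fold higher at Marghera, and the strongest decrease was 195-fold.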

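Counting FCs and bounds together, 88 called probes in the gills were more than 5-fold higher at Marghera and 89 more than 5-fold lower, 28 and 38 of them by more than 10-fold. When the fitted value of every called probe is counted, dim ones included, 178 were more than 5-fold higher and 193 more than 5-fold lower. Among called probes well above background on all 6 arrays, ruditapes_c26532_S had the highest log2 FC, 4.21 (standard error 0.69, adjusted p = 0.0670 from limma), followed by ruditapes_c19852_S with 3.95 (standard error 0.25, adjusted p = 0.0162). The lowest were -6.70 for ruditapes_c4851_S (standard error 1.19, adjusted p = 0.0783) and -5.09 for ruditapes_c3421_S (standard error 0.73, adjusted p = 0.0528). These 4 probes were chosen among those in which the 3 arrays of one area were all above those of the other, so that separation is not a result. Only ruditapes_c19852_S was called with every array left out in turn, with a log2 FC between 3.74 and 4.10. ruditapes_c3421_S was called in 2 of these 6 fits (log2 FC between -5.74 and -4.58), and ruditapes_c26532_S (3.77 to 4.70) and ruditapes_c4851_S (-7.85 to -6.01) in 1 each.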

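Among the 441 probes called in the digestive gland, an FC can be given for 193 and a bound for 142, while 106 were dim in both areas. The largest values were bounds: at least 59.1-fold higher and at least 127-fold lower at Marghera. Among the 157 called probes that were well above background on all 6 arrays, FCs reached 26.3 in favour of Marghera and 94.9 in favour of Alberoni.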

In the digestive gland, FC ranged between -30- and 62-fold. A significant bias toward up-regulated transcripts (852, 75% of all differentially expressed sequences, binomial test p < 0.00001) was observed in animals sampled in the industrial area, a bias that was even stronger for transcripts showing FC larger than ± 5-fold (94 with FC > 5, 26 with FC < -5; binomial test p < 0.000001).

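Of the calls by limma in the digestive gland, 270 were higher at Marghera (61.2%) and 171 lower. SAM on the log2 values gave 798 higher out of 1053 (75.8%). Under normexp the split turned, with 42.0% of 112 calls higher. Counting FCs and bounds together, 46 called probes were more than 5-fold higher and 42 more than 5-fold lower; with the fitted values of dim probes included, the counts were 98 and 63. No binomial test is given, because probes on the same arrays are not independent. Among called probes well above background on all 6 arrays, ruditapes_c8109_AS had the highest log2 FC, 4.71 (standard error 0.64, adjusted p = 0.0876 from limma), and ruditapes_c11363_S had 4.01 (standard error 0.51, adjusted p = 0.0779). The lowest were -6.57 for ruditapes2_c4752_S (standard error 0.99, adjusted p = 0.0986) and -6.52 for ruditapes_c16464_S (standard error 0.24, adjusted p = 0.0149). With arrays left out in turn, ruditapes_c16464_S was called in 4 of 6 fits (log2 FC between -6.71 and -6.33), ruditapes_c11363_S in 2 (3.69 to 4.47), and ruditapes_c8109_AS (4.15 to 5.29) and ruditapes2_c4752_S (-7.45 to -5.61) in 1 each.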

Putative annotations were obtained respectively for 321 digestive gland- and 830 gills-specific transcripts by comparison against the NCBI protein non redundant database. When using the zebrafish transcriptome as a reference, respectively 247 (digestive gland) and 730 (gills) differentially expressed sequences could be associated with one *D. rerio *Ensembl Gene IDs (see Addition file 4).

In a comparison between natural population samples different environmental and/or physiological factors can influence gene expression profiles. The objective of the present study was to assess the role of chronic exposure to high levels of chemical pollution. To control for the effects of other factors, histological examination of collected animals was carried out showing similar sex ratio (1:1), comparable levels of parasitic contamination, average size (12.3 gr vs 14 gr), and reproductive stage (data not shown). Water temperature and salinity showed no significant differences between the two analyzed areas. Indeed, the temperature and salinity recorded at the time of sampling were 18°C and 32 ‰ and 20°C and 34‰ in Marghera and Alberoni respectively. Likewise, it seems quite difficult that strong genetic differentiation occurs at a such a small geographic scale (few kilometres), in the presence of a planktonic larval phase and a sustained water circulation within the Venice lagoon. Although evidence on population genetics for the Manila clam is limited, it has been shown that no genetic structure was present across four population samples in the Adriatic Sea, including the Venice lagoon [41].

Systematic functional annotation of differentially expressed transcripts, carried out through enrichment analysis in DAVID (see Methods) confirmed a putative role of pollution in the regulation of gene expression in the examined samples, especially in the digestive gland. This organ has been generally associated with response to pollutants, particularly with detoxification of xenobiotics. Three significantly enriched GO_BP terms (see Table 7), response to organic substances (GO:0010033), to cadmium ion (GO:0046686), and to methylmercury (GO:0051597), two enriched KEGG pathways, drug metabolism (dre00982) and metabolism of xenobiotics by cytochrome P450 (dre00980), support the evidence that the digestive gland is responsible for detoxification of environmental pollutants and suggests it as a target organ for the detection/identification of biomarkers of pollution. Manual annotation of significant transcripts identified additional genes in the digestive gland with a known role in the response to environmental pollution.

**Table 7:** GO terms significantly over-represented, among genes differentially expressed, between Alberoni and Marghera samples, in both gills and digestive gland

DAVID analysis of digestive gland differential expressed genes				
**Category**	**Term**	**Count**	**p-value**	**F.E.**

BP	GO:0007018~microtubule-based movement	4	0.014259	6.969072
	GO:0007017~microtubule-based process	5	0.021639	4.35567
	GO:0010033~response to organic substance	4	0.040861	4.878351
	GO:0046686~response to cadmium ion	3	0.078833	6.097938
	GO:0051597~response to methylmercury	3	0.078833	6.097938

MF	GO:0005856~cytoskeleton	11	0.008012	2.50387
	GO:0015630~microtubule cytoskeleton	5	0.028246	4.021368
	GO:0005874~microtubule	4	0.030885	5.361823
	GO:0045259~proton-transporting ATP synthase complex	4	0.09956	3.446886

KP	dre04510:Focal adhesion	8	0.035313	2.421429
	dre00982:Drug metabolism	4	0.042809	4.708333
	dre00980:Metabolism of xenobiotics by cytochrome P450	4	0.042809	4.708333

**DAVID analysis of gills differential expressed genes**				

**Category**	**Term**	**Count**	**p-value**	**F.E.**

BP	GO:0044267~cellular protein metabolic process	75	0.002721	1.314444
	GO:0006412~translation	43	0.004311	1.463856
	GO:0045333~cellular respiration	10	0.008891	2.490526
	GO:0015980~energy derivation by oxidation of organic comp.	10	0.008891	2.490526
	GO:0034645~cellular macromolecule biosynthetic process	54	0.01233	1.323979
	GO:0019538~protein metabolic process	90	0.012991	1.209886
	GO:0006091~generation of precursor metabolites and energy	18	0.037073	1.607094
	GO:0006457~protein folding	13	0.046318	1.7576
	GO:0010467~gene expression	56	0.063065	1.210009
	GO:0044237~cellular metabolic process	125	0.063116	1.103545
	GO:0009060~aerobic respiration	5	0.065749	2.9575

MF	GO:0003735~structural constituent of ribosome	38	4.49E-04	1.689704
	GO:0005198~structural molecule activity	43	7.11E-04	1.593361
	GO:0015078~hydrogen ion transmembrane transporter activity	14	0.035716	1.766618
	GO:0016859~cis-trans isomerase activity	7	0.057275	2.334459
	GO:0003755~peptidyl-prolyl cis-trans isomerase activity	7	0.057275	2.334459
	GO:0008092~cytoskeletal protein binding	12	0.07344	1.697789
	GO:0015075~ion transmembrane transporter activity	23	0.07676	1.394612
	GO:0003924~GTPase activity	6	0.09088	2.334459

KP	dre03010:Ribosome	39	9.90E-07	2.003182
	dre04260:Cardiac muscle contraction	13	0.007105	2.136727
	dre00630:Glyoxylate and dicarboxylate metabolism	4	0.094374	3.287273

Details about "Biological process", "Molecular function" and "KEGG pathways" represented by at least 2 genes up regulated in each tissue.

Four transcripts encoding MTs (ruditapes2_lrc4377, ruditapes_lrc32058, ruditapes2_c830, ruditapes2_lrc4331) and two encoding sulfotransferase (SULT) (ruditapes_c20565, ruditapes_c28883) (see Additional file 4) are over-expressed in samples from the industrial zone. 

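The 5 probes of these metallothionein transcripts had log2 FCs in the digestive gland between 0.63 (ruditapes2_lrc4377_S) and 0.90 (ruditapesP2_lrc4331), Marghera over Alberoni. Every Marghera array was above every Alberoni array for each of them; chance alone separates the areas, in either direction, for 10% of probes. Their adjusted p ran from 0.187 (ruditapes2_lrc4377_AS) to 0.257 (ruditapes2_lrc4377_S), so none passed the threshold. The sulfotransferase probe ruditapesP_c28883 had a log2 FC of 1.65 (standard error 0.30, adjusted p = 0.125 from limma) and was called under 4 of the 16 other settings. ruditapesP_c20565 had one of 0.48 (standard error 0.25, adjusted p = 0.509), and its arrays overlapped between the areas. All 14 probes of the 10 metallothionein transcripts on the array were higher at Marghera in the digestive gland, with a median log2 FC of 0.82. In the gills all 14 were higher, with a median of 0.92. The probes are not independent: 10 of the 14 share a run of at least 30 identical bases with another, and the largest group linked in this way holds 8. limma's camera with its preset correlation of 0.01, which treats them as nearly independent, gave adjusted p = 5.56e-11 and adjusted p = 3.54e-05 for the list (over both tissues). With the correlation estimated from the arrays (0.55 and 0.82; chosen after seeing the values), the adjusted p was 0.136 and 0.268, so neither tissue passes 0.05. With limma's fry it was 0.0138 in the digestive gland and 0.0982 in the gills. In the gills, 1 of the 14 probes was well above background on no array, and without Marghera pool 3, 11 of the 14 were higher. With arrays scaled to their 75th percentile the median in the gills was 1.05, against 0.53 for all probes. Over all probes tested, 0 of the 14 were called by limma in either tissue (lowest adjusted p 0.136 and 0.179); adjusted over the list alone, 12 passed in the digestive gland and 10 in the gills.

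**Figure D4:**
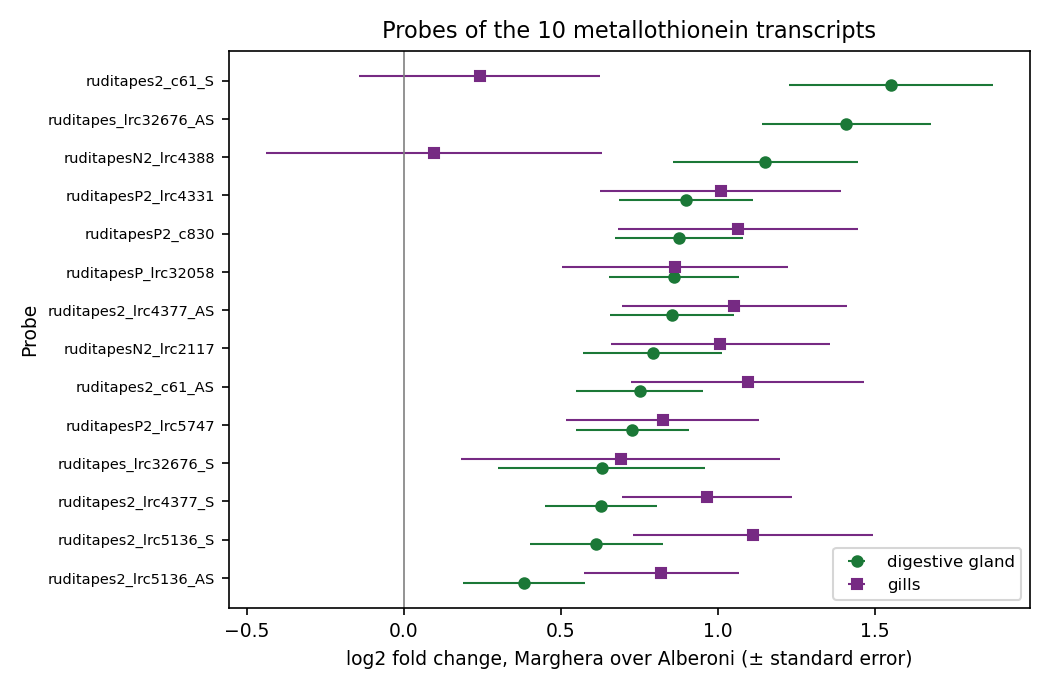
log2 FC of each probe of the 10 metallothionein transcripts, Marghera over Alberoni, with its standard error, in the digestive gland (circles) and the gills (squares). All points lie above 0, between 0.38 and 1.55 in the digestive gland; a probe that is dim on all gill arrays has no square.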

MTs provide protection against metal toxicity, are involved in the regulation of physiological metals (Zn and Cu) and provide protection against oxidative stress. MTs can be induced either by essential metals (Cu and Zn) or non-essential ones (Cd, Ag and Hg) in both vertebrates and invertebrates. Increased levels of MTs after experimental exposure to high Cu concentrations had been already reported in the digestive gland of *R. philippinarum *[42], while higher MT protein expression had been found in clams collected at sites nearby the industrial zone of Marghera [43-45].

SULTs, a family of phase II detoxification enzymes, are involved in the homeostasis of endogenous compounds as well as in the protection against xenobiotics. It is well known that sulfated products of environmental xenobiotics are more water-soluble and easily excreted from the body. Channel catfish (*Ictalurus punctatus*) exposed to Polycyclic aromatic hydrocarbons (PAHs) showed a marked induction of phenol-type sulfotransferase enzyme activity [46]. In addition, SULT1 was up-regulated in *Gadus morhua *male sampled in two contaminated sites of western Norway [47]. Although these genes play a documented role in the defense from chemicals [48], to our knowledge they have never been proposed as biomarkers in bivalve species.

AChE enzymatic activity is inhibited in response to organophosphate insecticides and exposure to other pollutants. Eight different clam transcripts encoding a peptide with putative cholinesterase activity are represented in the *R. philippinarum *microarray.

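The probe of the acetylcholinesterase transcript, ruditapesN_c12315, was well above background on all 12 arrays. Its log2 signal in the digestive gland was 10.95 ± 0.10 (SD, n = 3 arrays) at Marghera and 9.57 ± 0.37 (SD, n = 3) at Alberoni. The log2 FC was 1.38 (standard error 0.22), with an adjusted p of 0.109 from limma, just over the threshold; 5 of the 16 other settings called it. In the gills the signals were 8.67 ± 0.14 (SD, n = 3) and 7.78 ± 0.24 (SD, n = 3). Here the log2 FC was 0.89 (standard error 0.17), with an adjusted p of 0.0878 from limma, and 10 of the 15 other settings called it. With 1 array left out, the log2 FC stayed between 1.18 and 1.50 in the digestive gland, where 1 of the 6 fits called the probe, and between 0.78 and 1.02 in the gills, where none of the 6 did. All Marghera arrays were above all Alberoni arrays in both tissues; an exact permutation test of 3 arrays against 3 cannot give a two-sided p below 0.10. The difference between the tissues in this change had an adjusted p of 0.663 for the interaction.

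**Figure D5:**
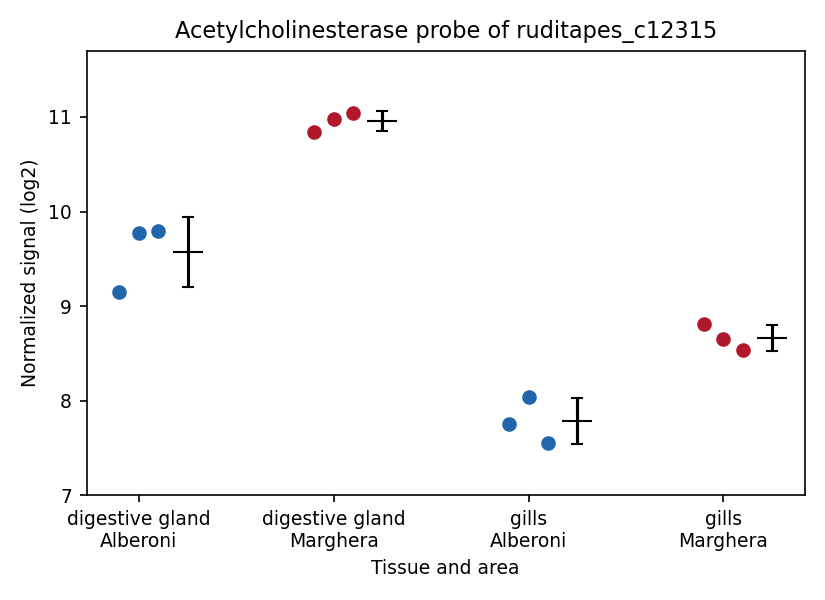
Normalized log2 signal of ruditapesN_c12315 on each array (points) with the mean and SD of the 3 arrays (bars), for the digestive gland and gills from Alberoni and Marghera; the axis does not start at 0. The 3 Marghera points lie above the 3 Alberoni points in each tissue, at means of 10.95 and 9.57 in the digestive gland; tissues were normalized separately.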

In the present study, an AChE-encoding gene (ruditapes_c12315) was over-expressed in both gills and digestive glands of clams sampled in Marghera. A similar finding has been already reported by *Somnuek *et al. (2009) [49], who demonstrated up-regulation of AChE gene expression in hybrid catfish exposed to chlorpyrifos and proposed this gene as biomarker for detecting the effects of organophosphate insecticides. The apparently opposite transcriptional response on AChE gene expression likely represents a compensatory modification to counteract inhibition of enzyme activity after xenobiotic exposure.

Several GST-coding transcripts were also found up-regulated in samples collected in the polluted area. Glutathione S-transferase (GST) catalyses the conjugation of reduced glutathione to electrophilic centers on a wide variety of substrates. This activity detoxifies endogenous compounds (*e.g. *peroxidised lipids) as well as xenobiotics and an increased of GSTs activity has been observed after exposure to a broad set of xenobiotics.

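Probes of glutathione S-transferase (GST) transcripts were compared between the areas in each tissue. In the gills, ruditapesP_c37712 had a log2 FC of 1.13 (standard error 0.22, adjusted p = 0.0935 from limma), between 0.94 and 1.26 with 1 array left out. It was called in none of those 6 fits and under 10 of the 15 other settings. ruditapesP_lrc39890 had 0.95 (standard error 0.25, adjusted p = 0.162) and was called under 4 of the 15 other settings. The probes of ruditapes_s39905 and ruditapes_lrc31893 were well above background on none of the 6 gill arrays, so no FC is given. ruditapesP_s39905_1 was called there (adjusted p = 0.0363 from limma), while ruditapesP_s39905_2, which has the same sequence, was not (adjusted p = 0.142). On the digestive gland arrays, both probes of ruditapes_s39905 were well above background on 2 of the 3 Marghera arrays and on none from Alberoni, at least 1.16-fold and 1.23-fold higher at Marghera (adjusted p = 0.168 and 0.182). The probes of ruditapes2_c72 had log2 FCs of 1.73 and 1.74 (adjusted p = 0.157 and 0.163), with all Marghera arrays above all Alberoni arrays. For ruditapes2_c352, the antisense probe had 0.84 (standard error 0.16, adjusted p = 0.136). Its sense probe changed by -0.10 (standard error 0.22, adjusted p = 0.863) in the digestive gland, and by 0.06 without Alberoni pool 4. In the gills the sense probe was called, with 1.32 (standard error 0.26, adjusted p = 0.0933). It stayed called in 1 of the 6 fits with an array left out and under 10 of the 15 other settings.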

GST-coding genes that are over-expressed in clams sampled in Marghera either in the gills or in the digestive gland are different, except for a single transcript, which is up-regulated in both tissues (Table 8). Tissue-specific expression and sensitivity to dose/type of chemicals has been already reported in bivalves [50,51], suggesting a complex regulation of these effectors in the response to toxicants. Results obtained in the present study show also that various GST classes/isoforms are putatively involved in response to toxicants and emphasize the need for a proper classification of GST-coding genes. 

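Whether the change between the areas differs between the tissues was tested for each of these probes by the interaction of area and tissue. The lowest adjusted p among the GST probes was 0.129, for ruditapes2_c352_S, at a log2 difference of -1.54 (digestive gland minus gills). From the classes listed in Table 8, the paper reasons that GST-coding genes need a proper classification.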

Five classes of cytosolic GSTs are differentially regulated together with a microsomal isoform in samples from the industrial area. 

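The transcripts of the θ class have 2 probes each. In the gills, those of ruditapes_c17817 had log2 FCs of 1.74 (standard error 0.65, adjusted p = 0.285 from limma) and 1.57 (standard error 0.62, adjusted p = 0.311). With 1 array left out, the latter ran from 0.98 to 2.14. The other transcript was measured in the digestive gland: ruditapesP2_c567_2 had 1.13 (standard error 0.21, adjusted p = 0.129) and ruditapesP2_c567_1 had 0.73 (standard error 0.25, adjusted p = 0.331). All 3 Marghera arrays were above all 3 Alberoni arrays for each of these probes.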

Of special interest are two distinct genes, both encoding a GST-θ isoform. As mentioned previously GSTs belonging to the θ class have never been isolated in molluscs, and GSTθs apparently represent a numerically minor component of the GST arsenal in the Manila clam (3 putative θ isoforms among over 100 GST-encoding transcripts), yet two GSTθ-like genes showed marked up-regulation in putatively contaminated samples of the same species (see Table 8). GST-like activity is one of the most relevant biochemical parameters that are measured in environmental studies on chemical pollution, commonly using 1-choloro-2,4-dinitrobenzene (CDNB) as a substrate [52,53]. GST-θ enzymes, however, have a peculiar substrate specificity. GST- θ1 KO mice showed no difference for *in vivo *processing of CDNB, while GST-activity against other substrates [1,2-epoxy-3-(p-nitrophenoxy) propane (EPNP), dichloromethane (DCM), and 1,3-bis(2-chloroethyl)-1-nitrosourea (BCNU)] was significantly lower after GST- θ 1 gene deletion. The results reported in the present study suggest that measuring GST-like enzymatic activity might not completely represent that complex GST-based response to toxicants in bivalves. Accurate characterization of GST-encoding genes in species that are used for environmental monitoring coupled with transcriptome analysis could provide a more precise analysis of such a response, differentiating tissue-specificity and disentangling GST isoform diversity.

**Table 8:** Up-regulated GST coding transcripts found up-regulated in samples collected in the polluted area of Marghera

Contig	GST subfamily	Tissue	Fold Change
ruditapes_s39905	σ	gills	4.2
ruditapes_lrc39890	ρ	gills	1.9
ruditapes_lrc31893	μ	gills	1.8
ruditapes_c17817	θ	gills	5.1
ruditapes_c37712	π	gills	2.2
ruditapes_s39905	σ	digestive gland	4.2
ruditapes2_c352	μ	digestive gland	1.6
ruditapes2_c567	θ	digestive gland	2
ruditapes2_c72	microsomal	digestive gland	3.3

## Conclusions

Whole-transcriptome analysis holds the promise to shed light on the genetic mechanisms underlying cellular and organismal response to physiological and pathological conditions (environmental stress, infections, chemical pollution). This is of particular importance for improved shellfish aquaculture and for cost-effective environmental monitoring. The aim of the present paper was to lay the foundations for transcriptomics in the Manila clam. To which extent this goal has been achieved? As demonstrated in previous studies [54], the use of next-generation sequencing technology yielded a number of expressed sequences unattainable until only recently. In our study, sequence assembly, annotation and development of a dedicated database resulted in a searchable, functionally annotated transcriptome for *R. philippinarum *(RuphiBase), which was then used to design a species-specific *in-situ *synthesized oligo microarray. This genomic platform has proven to provide reliable and highly reproducible results for global gene expression profiling [10-18]. Moreover, validation of the clam oligo microarray showed tissue-specific expression profiles and highly significant correlations across biological replicates. The current version of RuphiBase appears to offer already a good representation of the clam transcriptome, as shown by the broad array of potential markers of response to xenobiotics. Of particular relevance is the large number (>100) of GST-encoding transcripts observed in the Manila clam, which suggested a potential relationship between filter-feeding behaviour, ability to cope with high levels of pollution and availability of a wide array of detoxifying enzymes. The possible use of this microarray platform for toxicogenomic studies has been also demonstrated by comparative analysis of digestive glands and gills pool of Manila clam sampled in areas with different levels of chemical pollution of the Venice Lagoon.

On the other hand, despite the use of ultra-high throughput sequencing on normalized cDNA libraries constructed from all adult tissues, representation of the clam transcriptome is still incomplete. For instance, the signaling pathway for autophagy consists of at least 18 different components [55], yet only one of these, ATG12, a protein involved in autophagic vescicle assembly, was identified. The problem of incomplete representation of protein-coding transcripts will likely be solved in the near future, when reduction of sequencing costs and an increase in sequencing throughput will allow a much deeper sequence coverage even for non-model species transcriptomes. A more difficult issue to solve is the limited percentage of clam transcripts that can be matched against a known protein-coding gene. The large phylogenetic distance of the phylum Mollusca from other metazoan model species (*e.g. Drosophila melanogaster, Caenorhabditis elegans, Danio rerio, Mus musculus, Homo sapiens*) greatly reduces the power of a comparative approach for functional annotation. The only molluscan genome sequenced so far is that of *L. gigantea*, a gasteropod snail, which is functionally and evolutionarily distant from the class Bivalvia.

To conclude on a positive note, the next "call on (genomic) stage" is for the Pacific oyster, *Crassostrea gigas*. For this bivalve mollusk species, a high quality draft genome sequence is expected in 2011 thanks to the efforts of the Oyster Genome Consortium. Furthermore, worldwide aquaculture production of oysters amounts to over 4 million metric tons. The economic importance of the Pacific oyster has fuelled a large number of studies on the ecology, physiology, immunology, and genetics of *C. gigas *populations, and the possibility of targeted gene knock down has been recently demonstrated [56]. The opportunity of having a bivalve model species available would allow a more accurate genome annotation for other important molluscs such as the Manila clam.

## Methods

### Sampling, cDNA library costruction and sequencing

Samples of *R. philippinarum *were bought in a local market in Faro. In order to improve RNA representatively, clams were stressed by submitting them to quick changes of temperature and salinity prior to be sacrificed. Total RNA was extracted from all tissues of 20 individuals using the acid guanidinium thiocyanate-phenol-chloroform method [57].

Two libraries were constructed, one using a mixture of adult tissues and a second one using gonadal tissues and 2 to 4 mm long larvae.

A cDNA library was constructed using equal amounts of RNA and normalized for sequencing. The SMART (Switching Mechanism At 5' end of RNA Template) kit from BD Biosciences Clontech was used to construct the cDNA libraries which were later normalised using the duplex-specific nuclease (DSN) method [58].

Approximately 15 μg of normalized cDNA were used for sequencing library construction at the Max Planck Institute, following procedures described in [59]. Sequencing was performed using GS FLX Titanium series reagents and using one single region on a Genome Sequencer FLX instrument. Bases were called with 454 software by processing the pyroluminescence intensity for each bead-containing well in each nucleotide incorporation. Reads were trimmed to remove adapter sequences.

### Contigs assembly

A total of 457,717 sequence reads were produced using Roche 454 FLX technology from the normalized cDNA library constructed using a mixture of adult tissues (see above). The same library was previously used to obtain 2,866 ESTs with Sanger sequencing. An additional set of 2,790 ESTs was available from a second normalized cDNA library (whole larvae and adult gonads). In addition, 51 mRNA sequences available in NCBI (as to 11th November 2009) for *R. philippinarum *were available.

454 Sequence reads and all previously ESTs accessible in the NCBI database were then assembled into contigs, representing putative transcripts, by using a custom procedure based on two runs of MIRA3 assembly [60] and quality-based filtering. All contigs obtained with the first run of hybrid assembly were used for a second run to eliminate contig redundancy. Threshold values on contigs length and sequence quality were then applied to obtain a final set of contigs representing *R. philippinarum *transcripts.

### Transcripts annotation

The Basic Local Alignment Search Tool (BLAST) was used to perform annotation of *R. philippinarum *contigs. Batch Blast similarity searches for the entire set of contigs were locally conducted against NCBI (National Centre for Biotechnology Information) amino acidic non redundant (nr) database (release of October 4 2009) using Blastx option. Alignments with an E-value of at most 1 E-3 were considered significant and up to 20 hits per contig were taken into account.

To improve the number of annotated contigs five different approaches were attempted (see Additional file 1): i) blastx searches (cut off e-value of < 1.0 E-3) against protein database UniProtKB/SwissProt and UniProtKB/TrEMBL [61], ii) blastx (cut off e-value of < 1.0 E-3) and blastn (cut off e-value of < 1.0 E-5) searches against proteins and high quality draft trascriptomes of *Danio rerio, Gasterosteus aculeatus, Oryzias latipes, Takifugu rubripes, Tetraodon nigroviridis, Homo sapiens, Drosophila melanogaster *available on Ensembl Genome Browser (release 56) [62], iii) blastx (cut off e-value of < 1.0 E-3) and blastn (cut off e-value of < 1.0 E-5) searches against proteins, transcripts and assembly scaffolds of *Lottia gigantea *v1.0 database [63], iv) blastn search (cut off e-value of < 1.0 E-5) against *D. rerio, L. gigantea, O. latipes, T. rubripes, Salmo salar, H. sapiens, Oncorhynchus mykiss *databases stored in NCBI UniGene database [64], v) blastn search (cut off e-value of < 1.0 E-5) against *Crassostrea gigas *transcripts database [65] and *Argopecten irradians *EST database [66].

The Gene Ontology (GO) terms associations for "Biological process", "Molecular function" and "Cellular component" were performed using Blastx algorithm against the NCBI amino acid nr database implemented in Blast2GO software [67]. The "Generic GO slim" [68] set of the CateGOrizer program [69] was used to have an overview of the gene ontology content by simplifying the results of the GO annotation.

### DNA microarray design

Probe design started with selection of target sequences to be represented onto the *R. philippinarum *microarray. All annotated entries (9,747) were included. Non annotated transcripts were considered only if sequence length was ≥400 bp and average Phred sequence quality was ≥30, yielding 24,291 target sequences. As most sequence reads were obtained from a non directional cDNA library, sense strand orientation was inferred putatively from that of homologuous protein sequences of other species (see Methods).

One probe for annotated transcripts with known orientation was designed to construct a high-density oligo-DNA microarray, while two probes with both orientations were designed for contigs with ambiguous orientation. The same strategy was applied to unknown unique transcripts. For 8,239 contigs, the putative orientation was unambiguous across different databases and a single sense probe was designed. Two probes with opposite orientation (sense and antisense) were designed for a fraction of clam annotated transcripts (1,508 contigs) with ambiguous putative orientation and for non annotated sequences (14,544). Probe design was carried out using the Agilent eArray interface [70], which applies proprietary prediction algorithms to design 60 mer oligo-probes. Microarrays were synthesized *in situ *using the Agilent ink-jet technology with a 4 × 44 K format. Each array included default positive and negative controls.

A total of 40,332 out of 40,343 (99.9%) probes, representing 24,281 *R. philippinarum *transcripts were successfully obtained. Of these, 2,000 probes designed on known-orientation transcripts, were synthesized in duplicate on the array in order to test for *"reproducibility-within-array"*. The percentage of annotated transcripts represented on the microarray was 40.1%. Probe sequences and other details on the microarray platform can be found in the GEO database [22] under accession number GEO:GPL10900.

### Sample collection, RNA extraction, labeling and hybridization

The common bivalves *R. philippinarum *were collected during autumn 2009 in two different areas of Venice Lagoon characterized by different levels of environmental pollutants: Marghera and Alberoni (see Additional file 5).

Digestive gland and gills were dissected from 20 Manila clamsfor each sampling area. Four and three independent pools, for digestive gland and gills respectively, each consisting of 5 digestive gland or gills, were created.

Total RNA was extracted from pooled tissue samples using the RNAeasy Mini Kit (Qiagen, Hilden, Germany) following the manufacturer's instructions. RNA concentration was determined using a UV-Vis spectrophotometer, NanoDrop^® ^ND-1000 (NanoDrop Technologies, Wilmington, USA). RNA integrity and quality was finally estimated on an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA).

Sample labeling and hybridization were performed according to the Agilent One-Color Microarray-Based Gene Expression Analysis protocol. Briefly, for each pool 200 ng of total RNA were linearly amplified and labeled with Cy3-dCTP. A mixture of 10 different viral poly-adenilated RNAs (Agilent Spike-In Mix) was added to each RNA sample before amplification and labeling, to monitor microarray analysis work-flow. Labeled cRNA was purified with Qiagen RNAeasy Mini Kit, and sample concentration and specific activity (pmol Cy3/μg cRNA) were measured in a NanoDrop^® ^ND-1000 spectrophotometer. A total of 1,650 ng of labeled cRNA was prepared for fragmentation adding 11 μl 10X Blocking Agent and 2.2 μl of 25X Fragmentation Buffer, heated at 60°C for 30 min, and finally diluted by addition with 55 μl 2X GE Hybridization buffer. A volume of 100 μl of hybridization solution was then dispensed in the gasket slide and assembled to the microarray slide (each slide containing four arrays). Slides were incubated for 17 h at 65°C in an Agilent Hybridization Oven, subsequently removed from the hybridization chamber, quickly submerged in GE Wash Buffer 1 to disassembly the slides and then washed in GE Wash Buffer 1 for approximately 1 minute followed by one additional wash in pre-warmed (37°C) GE Wash Buffer 2.

### Data acquisition and analysis

Hybridized slides were scanned at 5 μm resolution using an Agilent G2565BA DNA microarray scanner. Default settings were modified to scan the same slide twice at two different sensitivity levels (XDR Hi 100% and XDR Lo 10%). The two linked images generated were analyzed together and data were extracted and background subtracted using the standard procedures contained in the Agilent Feature Extraction (FE) Software version 9.5.1. The software returns a series of spot quality measures in order to evaluate the goodness and the reliability of spot intensity estimates. All control features (positive, negative, etc.), except for Spike-in (Spike-in Viral RNAs), were excluded from subsequent analyses. Spike-in control intensities were used to identify the best normalization procedure for each dataset. After normalization, spike intensities are expected to be uniform across the experiments of a given dataset. Normalization procedures were performed using R statistical software [71]. Quantile normalization always outperformed cyclic lowess and quantile-normalized data were used in all subsequent analyses.

Statistical tests implemented in the program Significance Analysis of Microarray (SAM) [72] were used to identify differentially expressed genes between digestive gland and gill tissues. The same approach was used to identify differentially expressed genes in both digestive glands and gills between MA and AL sampled individuals.

Pearson correlation coefficients were estimated within and among arrays with Statgraphics Centurion XVI to evaluate repeatability and precision of the obtained microarray data.

### Functional enrichment of differentially expressed genes

Functional annotation analysis of differentially expressed genes was performed using the DAVID (Database for *Annotation*, Visualization and Integrated Discovery) web-server [23].

Functional annotation of differentially expressed genes between gills and digestive glands was achieved using DAVID software. "Biological process", "Molecular function" and "Cellular component" annotation was carried out by setting gene count = 10 and ease = 0.05. KEGG pathway analysis was then performed with gene count = 4 and ease = 0.05. David analyses of differentially expressed genes between Manila clam tissues sampled in Alberoni and Marghera were performed by setting gene count = 2 and ease = 0.1 Since DAVID databases contain functional annotation data for a limited number of species, it was necessary to link *R. philippinarum *transcripts with sequence identifiers that could be recognized in DAVID (Ensembl Human Gene IDs and Ensembl Zebrafish Gene IDs). This was carried out through dedicated Blast searches implemented as follows: i) blastx and blastn options were both used to search significant matches of the Manila clam sequences directly against human Ensembl proteins and transcripts respectively, ii) a first search was performed using either blastn or blastx against all zebrafish Ensembl proteins. Finally, *Homo sapiens *Ensembl Gene IDs were obtained from the corresponding Ensembl protein entries using the BIOMART data mining tool [73].

### Evolutionary analyses

Evolutionary analyses were performed to determine patterns of divergence of the GST genes in *R. philippinarum *and to define putative orthology between GST genes in different species. Protein sequences of GST domains were aligned using TCoffee [74] applying default settings, while GBlock [75] was used to eliminate poorly aligned positions and divergent regions prior to phylogenetic analysis.

GST sequences described from *Homo sapiens, Haliotis discus*, *Unio timidus, Cristaria plicata, Mytilus edulis*, *Mytilus galloprovincialis*, *Danio rerio*, *Dreissena polymorpha*, *Chlamys farreri*, *Corbicula fluminea*, *Mercenaria, mercenaria, Laternula elliptica*, *Mactra veneriformis*, *Cipangopaludina cathayensis *were included in the alignment.

Phylogenetic trees were inferred by the maximum likelihood (ML) method [76] using the Phyml 2.4.4 program [77]. Non-parametric bootstrap resamplings were performed to evaluate the robustness of tree topology.

## Authors' contributions

LB, MM, CC, TM, GC, RL, LC and CS conceived and designed the project. RR produced the EST sequences. SB and AC conceived and constructed the database. MM carried out probe design and editing, and performed microarray experiments. MM and LB executed all statistical analyses. MM performed functional annotation analyses. LB and MM wrote the manuscript. All listed authors edited the manuscript. All authors read and approved the manuscript.

## Supplementary Material

Additional file 1 **Summary of Blastx (E-value < 10-3) and Blastn (E-value < 10-5) similarity searches on several protein and nucleotide databases for R.philippinarum transcripts annotation**. Click here for file

Additional file 2 ***GO terms associated to R. philippinarum transcripts represented in the microarray using "Generic GO slim" in Blast2GO software***. Details about "Biological process", "Molecular function" and "Cellular component" GO terms. Click here for file

Additional file 3 **Lists of annotated differentially expressed genes in digestive gland compared to gills. Score, Fold change, q-value and annotation on several protein and nucleotide database were also reported**. Click here for file

Additional file 4 ***List of significant probes identified by SAM analysis by comparison of digestive gland and gills of Manila clam sampled in Alberoni and Marghera. Significant probes in common between both tissue were also reported***. Down-regulated genes in Marghera samples are highlighted in green while over expressed genes are highlighted in red. For each transcript, fold change, q-value, annotation and *homologs *zebrafish Ensembl Gene IDs (ENDARP and ENDARG) are reported. Click here for file

Additional file 5 ***Sampling site in the Lagoon of Venice***. Map of the Venice Lagoon showing Manila clam sampling sites. Click here for file

# Supplementary material for: Transcriptome sequencing and microarray development for the Manila clam, Ruditapes philippinarum: genomic tools for environmental monitoring
**Source:** BMC Genomics. 2011 May 12;12:234. doi: 10.1186/1471-2164-12-234
**Supplement:** Additional file 2 — GO terms associated to R. philippinarum transcripts represented in the microarray using "Generic GO slim" in Blast2GO software. Details about "Biological process", "Molecular function" and "Cellular component" GO terms.

| [**GO:0003674**](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0003674): **Molecular_Function** | | | |
| --- | --- | --- | --- |
| **GO class ID** | **Definition** | **Count** | **Fraction** |
| [GO:0005488](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0005488) | binding | 3400 | 19.51% |
| [GO:0003824](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0003824) | catalytic activity | 1720 | 9.87% |
| [GO:0005515](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0005515) | protein binding | 1551 | 8.90% |
| [GO:0016787](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0016787) | hydrolase activity | 702 | 4.03% |
| [GO:0003676](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0003676) | nucleic acid binding | 561 | 3.22% |
| [GO:0005198](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0005198) | structural molecule activity | 550 | 3.16% |
| [GO:0000166](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0000166) | nucleotide binding | 351 | 2.01% |
| [GO:0016740](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0016740) | transferase activity | 331 | 1.90% |
| [GO:0003723](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0003723) | RNA binding | 295 | 1.69% |
| [GO:0005215](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0005215) | transporter activity | 277 | 1.59% |
| [GO:0030528](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0030528) | transcription regulator activity | 176 | 1.01% |
| [GO:0008233](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0008233) | peptidase activity | 169 | 0.97% |
| [GO:0003677](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0003677) | DNA binding | 164 | 0.94% |
| [GO:0008092](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0008092) | cytoskeletal protein binding | 145 | 0.83% |
| [GO:0016301](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0016301) | kinase activity | 136 | 0.78% |
| [GO:0004871](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0004871) | signal transducer activity | 78 | 0.45% |
| [GO:0004672](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0004672) | protein kinase activity | 77 | 0.44% |
| [GO:0045182](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0045182) | translation regulator activity | 65 | 0.37% |
| [GO:0005509](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0005509) | calcium ion binding | 65 | 0.37% |
| [GO:0005102](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0005102) | receptor binding | 61 | 0.35% |
| [GO:0008135](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0008135) | translation factor activity, nucleic acid binding | 61 | 0.35% |
| [GO:0030234](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0030234) | enzyme regulator activity | 59 | 0.34% |
| [GO:0004872](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0004872) | receptor activity | 58 | 0.33% |
| [GO:0003774](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0003774) | motor activity | 56 | 0.32% |
| [GO:0003779](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0003779) | actin binding | 44 | 0.25% |
| [GO:0003700](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0003700) | transcription factor activity | 43 | 0.25% |
| [GO:0008289](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0008289) | lipid binding | 31 | 0.18% |
| [GO:0030246](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0030246) | carbohydrate binding | 24 | 0.14% |
| [GO:0004721](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0004721) | phosphoprotein phosphatase activity | 20 | 0.11% |
| [GO:0004518](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0004518) | nuclease activity | 20 | 0.11% |
| [GO:0016209](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0016209) | antioxidant activity | 19 | 0.11% |
| [GO:0003682](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0003682) | chromatin binding | 13 | 0.07% |
| [GO:0005216](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0005216) | ion channel activity | 13 | 0.07% |
| [GO:0005326](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0005326) | neurotransmitter transporter activity | 4 | 0.02% |

**MOLECULAR FUNCTION GO terms**

**BIOLOGICAL PROCESS GO terms**

| [**GO:0008150**](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0008150) **Biological_Process** | | | |
| --- | --- | --- | --- |
| **GO class ID** | **Definition** | **Count** | **Fraction** |
| [GO:0008152](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0008152) | metabolism | 2999 | 12.44% |
| [GO:0019538](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0019538) | protein metabolism | 1213 | 5.03% |
| [GO:0009058](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0009058) | biosynthesis | 1118 | 4.64% |
| [GO:0007275](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0007275) | development | 1079 | 4.48% |
| [GO:0016043](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0016043) | cell organization and biogenesis | 915 | 3.80% |
| [GO:0006139](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0006139) | nucleobase, nucleoside, nucleotide and nucleic acid metabolism | 780 | 3.24% |
| [GO:0006412](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0006412) | protein biosynthesis | 659 | 2.73% |
| [GO:0006810](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0006810) | transport | 634 | 2.63% |
| [GO:0006996](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0006996) | organelle organization and biogenesis | 465 | 1.93% |
| [GO:0009653](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0009653) | morphogenesis | 426 | 1.77% |
| [GO:0007154](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0007154) | cell communication | 390 | 1.62% |
| [GO:0030154](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0030154) | cell differentiation | 372 | 1.54% |
| [GO:0007049](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0007049) | cell cycle | 366 | 1.52% |
| [GO:0006950](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0006950) | response to stress | 315 | 1.31% |
| [GO:0007165](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0007165) | signal transduction | 293 | 1.22% |
| [GO:0009056](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0009056) | catabolism | 259 | 1.07% |
| [GO:0000003](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0000003) | reproduction | 243 | 1.01% |
| [GO:0009790](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0009790) | embryonic development | 243 | 1.01% |
| [GO:0007010](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0007010) | cytoskeleton organization and biogenesis | 242 | 1.00% |
| [GO:0006350](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0006350) | transcription | 239 | 0.99% |
| [GO:0016265](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0016265) | death | 221 | 0.92% |
| [GO:0008219](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0008219) | cell death | 221 | 0.92% |
| [GO:0006091](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0006091) | generation of precursor metabolites and energy | 215 | 0.89% |
| [GO:0006464](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0006464) | protein modification | 208 | 0.86% |
| [GO:0040007](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0040007) | growth | 179 | 0.74% |
| [GO:0005975](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0005975) | carbohydrate metabolism | 150 | 0.62% |
| [GO:0006811](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0006811) | ion transport | 146 | 0.61% |
| [GO:0006629](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0006629) | lipid metabolism | 135 | 0.56% |
| [GO:0009605](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0009605) | response to external stimulus | 129 | 0.54% |
| [GO:0015031](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0015031) | protein transport | 126 | 0.52% |
| [GO:0008283](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0008283) | cell proliferation | 103 | 0.43% |
| [GO:0009607](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0009607) | response to biotic stimulus | 101 | 0.42% |
| [GO:0019725](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0019725) | cell homeostasis | 100 | 0.41% |
| [GO:0007610](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0007610) | behavior | 94 | 0.39% |
| [GO:0006259](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0006259) | DNA metabolism | 93 | 0.39% |
| [GO:0007267](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0007267) | cell-cell signaling | 82 | 0.34% |
| [GO:0009628](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0009628) | response to abiotic stimulus | 70 | 0.29% |
| [GO:0006519](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0006519) | amino acid and derivative metabolism | 52 | 0.22% |
| [GO:0009719](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0009719) | response to endogenous stimulus | 48 | 0.20% |
| [GO:0016049](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0016049) | cell growth | 36 | 0.15% |
| [GO:0007005](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0007005) | mitochondrion organization and biogenesis | 28 | 0.12% |
| [GO:0008037](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0008037) | cell recognition | 23 | 0.10% |
| [GO:0040029](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0040029) | regulation of gene expression, epigenetic | 21 | 0.09% |
| [GO:0016032](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0016032) | viral life cycle | 19 | 0.08% |
| [GO:0019748](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0019748) | secondary metabolism | 7 | 0.03% |
| [GO:0007028](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0007028) | cytoplasm organization and biogenesis | 1 | 0.00% |

**CELLULAR COMPONENT GO terms**

| [**GO:0005575**](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0005575) **Cellular_Component** | | | |
| --- | --- | --- | --- |
| **GO class ID** | **Definition** | **Count** | **Fraction** |
| [GO:0005623](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0005623) | cell | 5114 | 24.34% |
| [GO:0005622](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0005622) | intracellular | 3956 | 18.83% |
| [GO:0005737](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0005737) | cytoplasm | 2404 | 11.44% |
| [GO:0005634](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0005634) | nucleus | 714 | 3.40% |
| [GO:0005829](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0005829) | cytosol | 632 | 3.01% |
| [GO:0005840](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0005840) | ribosome | 557 | 2.65% |
| [GO:0005739](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0005739) | mitochondrion | 474 | 2.26% |
| [GO:0005856](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0005856) | cytoskeleton | 420 | 2.00% |
| [GO:0005886](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0005886) | plasma membrane | 265 | 1.26% |
| [GO:0005576](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0005576) | extracellular region | 171 | 0.81% |
| [GO:0005654](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0005654) | nucleoplasm | 147 | 0.70% |
| [GO:0005811](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0005811) | lipid particle | 118 | 0.56% |
| [GO:0005783](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0005783) | endoplasmic reticulum | 100 | 0.48% |
| [GO:0005730](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0005730) | nucleolus | 91 | 0.43% |
| [GO:0005694](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0005694) | chromosome | 77 | 0.37% |
| [GO:0005815](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0005815) | microtubule organizing center | 48 | 0.23% |
| [GO:0005794](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0005794) | Golgi apparatus | 47 | 0.22% |
| [GO:0016023](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0016023) | cytoplasmic membrane-bound vesicle | 43 | 0.20% |
| [GO:0005578](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0005578) | extracellular matrix (sensu Metazoa) | 35 | 0.17% |
| [GO:0005773](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0005773) | vacuole | 34 | 0.16% |
| [GO:0005615](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0005615) | extracellular space | 33 | 0.16% |
| [GO:0005764](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0005764) | lysosome | 27 | 0.13% |
| [GO:0005768](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0005768) | endosome | 20 | 0.10% |
| [GO:0000228](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0000228) | nuclear chromosome | 20 | 0.10% |
| [GO:0005635](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0005635) | nuclear membrane | 14 | 0.07% |
| [GO:0005929](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0005929) | cilium | 10 | 0.05% |
| [GO:0005777](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0005777) | peroxisome | 9 | 0.04% |
| [GO:0009536](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0009536) | plastid | 7 | 0.03% |
| [GO:0030312](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0030312) | external encapsulating structure | 5 | 0.02% |
| [GO:0005618](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?action=query&view=details&search_constraint=terms&query=GO:0005618) | cell wall | 5 | 0.02% |

How the deposited data were processed for this re-analysis (not part of the article)

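RNA from pools of 5 Manila clams was measured on 12 single-colour oligonucleotide arrays: 3 pools for each of 2 tissues (digestive gland and gills) and each of 2 areas of the Venice lagoon (Marghera and Alberoni). The authors scanned each array and extracted spot values. For every spot, the deposited scanner output holds a background-subtracted signal as an intensity on a linear scale, not normalized between arrays, together with the mean brightness, the local background and flags. A deposited table of processed values also holds intensity on a linear scale, quantile-normalized by the authors within each tissue, except for the columns of digestive gland pools 1 and 3 from Alberoni, which hold values equal to those of the scanner.

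From the scanner output the following was computed. Control spots were left out, spots flagged as uneven or as outliers were treated as missing, and the signal of the 42332 probes was quantile-normalized over the arrays of a comparison and put on the log2 scale. limma 3.58.1 in R 4.3.3 was fitted to each comparison, with Benjamini-Hochberg adjustment over all probes tested. The areas were compared in each tissue (adjusted p below 0.1, FC of at least 1.5), the tissues in each area (adjusted p below 0.03, FC of at least 3), and the interaction of area and tissue was tested on all 12 arrays (adjusted p below 0.1). SAM was written in R with 20 label permutations, all that 3 against 3 arrays allow. The metallothionein list was tested by camera, with a preset correlation of 0.01, and by fry, with adjustment over both tissues. This adjustment, and camera with a correlation estimated from the arrays, were added after the values were seen. Slide blocks used limma's estimate of the correlation within slides (statmod 1.5.0), or a fixed term for the tissues at Alberoni. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used to read the values and draw the figures.

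A probe was taken as measured in a group where the extraction software gave it as well above background. On the 12 arrays between 18098 and 25433 probes met this, and for the others the signal is close to background and limits the precision of any FC. Where a probe met it on no array of 1 group, a lower bound is given in place of an FC, and where it met it on no array of both groups, none is given. No named probe was saturated.

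The choice of comparisons, thresholds and alternatives, and the rule for naming probes, were set before the data were examined. Named are all probes of transcripts that the paper names in its text or in Table 8, and, for the areas in each tissue and the tissues at Alberoni, the 3 probes with the highest and the 3 with the lowest log2 FC among called probes without overlap that were well above background and not saturated on all 6 arrays; the text gives the first 2 of each. The alternatives were scaling to the 75th percentile or to the median, background correction by normexp with an offset of 50, filters on found or well above background spots, uneven spots kept, all arrays normalized together, the authors' processed values, SAM, blocks by replicate number or slide, no threshold on FC, duplicates averaged, and each array left out in turn. SAM on unlogged values, and the processed values with each value put back on its array, were added after the data were seen. On the processed values, SAM was restricted to probes with values on all 6 arrays.

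Both tests were tested on simulated data, made from 42332 probes with the spread of the real ones and 200 of them changed. With moderated spreads, limma recovered 67.0% of the changed probes in the digestive gland and SAM 63.0%, against 54.0% and 51.5% in the gills. The simulation was first run with sample spreads, and the moderated spreads were added after its result was seen. With sample spreads, limma recovered 58.5% and SAM 44.5% in the digestive gland, against 50.0% and 30.5% in the gills. With either spread, the shares recovered hold only for the changes that were simulated. Recovery of changes near the FC threshold of 1.5, or in dim probes, was not tested, so these shares do not give the power for such changes. Of limma's calls, 10.1% in the digestive gland and 11.5% in the gills were probes left unchanged with moderated spreads, and 12.7% and 21.3% with sample spreads, the last about double the 10% threshold. Of SAM's calls it was 11.9% and 11.2% with moderated spreads, and 9.18% and 12.9% with sample spreads.

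Families of probes by annotation were planned and not run, since the descriptions in the files read unknown for every probe. The enrichment of functional terms was not analysed here. Tests by exact permutation are not given for single probes, since 3 arrays against 3 cannot give a two-sided p below 0.1.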

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

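The test on splits of residuals was chosen only after the result was seen. The change between Marghera and Alberoni differed between the tissues by a test of the interaction for 504 probes, of which 243 had a higher log2 FC in the digestive gland and 261 in the gills. The directions of the change were opposite in 360 of them. Among 100 drawn splits of the arrays within the tissues, the real one included, 3 gave as many calls; the others as large, with 778 and 547 probes, followed the areas in 1 tissue. Such splits also break up any area effect that both tissues share, so by themselves they do not exclude it. With the residuals left after fitting area and tissue, which keeps such a shared effect out, 1 of 100 splits gave as many calls, the real one, and the highest other count was 26. This argues against chance with an area effect alike in both tissues. With arrays scaled to their 75th percentile, 119 probes had an interaction, and without Marghera digestive gland pool 1, 229. As arrays from Marghera were scanned in a session of their own for each tissue, a difference between sessions and a difference of the tissues in their response to the area cannot be told apart; 0 sessions hold both areas. The difference between the tissues stays open as a biological explanation and was not tested apart from the session.

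The paper does not report a comparison of the tissues at Marghera. There, limma called 9525 probes, 3868 higher in the digestive gland and 5657 in the gills. Of the 8573 probes called at Alberoni, 75.4% were called in the same direction at Marghera; 6466 were called in both areas, 4 of them in opposite directions, against 1929 if the sets were independent. A difference in slide or scan session between the tissues, which were scanned apart at Marghera, would not be shared with Alberoni, where they shared slides and session. With slide as a block at Alberoni, 64.5% of the Marghera calls were called there in the same direction. This argues against a difference in slide or session as the cause of most calls. Batches of extraction and labelling are not known here, so a labelling difference between the tissues in both areas stays open. Only 1 of the 10 splits of the arrays, the real one, gave as many calls; 10 splits are too few to exclude chance by themselves, but calls repeated in both areas beyond the number for independent sets argue against it. A difference between the tissues is consistent with the share of 75.4%, and remains a hypothesis for the other calls.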

How the results depend on the processing

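The tests by SAM on unlogged values, on the processed values put back on their arrays and by camera with an estimated correlation were chosen only after the result was seen. For 36 counts and other values of comparisons, 348 alternatives were run. A count is taken as the same within a factor of 1.5, and a value without a test within 1 SD between replicates: 229 left the result the same, 116 moved it and 3 took a set test past its threshold of 0.05. For 50 named probes, 1054 alternatives were run: 878 kept direction and call, 135 lost the call, 34 gained it and 7 reversed the direction. The cause was not tested for any of the changes given here, except that fewer probes are tested under a filter.

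Between the areas, 441 probes were called in the digestive gland, against 54 with scaling to the 75th percentile (53.7% higher), 128 with scaling to the median (53.9%), 112 under normexp (42.0%), 20 from the processed values (30.0%), 1053 by SAM (75.8%), 279 by SAM on unlogged values (75.3%), 16 with processed values put back (25.0%) and 21 by SAM on unlogged values of these (95.2%). The last 2, and the 20, include Alberoni columns that are not normalized. In the gills, the 1862 probes became 626 under normexp, 1168 with probes found on all arrays, 3146 by SAM and 3779 with the slide block. Between the areas, the slide block rests on negative correlations within slides and is a less strict test. With scaling to the 75th percentile, 79.8% of calls in the gills were higher, against 58.4%. Without each array in turn, the counts ran from 0 to 664 and from 858 to 1252. The 59 probes called in both tissues became 13 and 25 with scaling to the 75th percentile and the median, 7 under normexp, 25 with probes found on all arrays, 1 from the processed values, 188 by SAM, 31 by SAM on unlogged values and 122 with the slide block, and ran from 0 to 80 without each array. The 504 probes with an interaction became 119 with scaling to the 75th percentile and ran from 229 to 632 without each array.

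Between the tissues, the 8573 probes at Alberoni became 3657 under normexp (56.4% higher in the digestive gland, against 41.6%) and 5205 with probes found on all arrays (27.9%), and the 9525 at Marghera became 6166 and 6219. The replicate numbers were also used as a replicate block, which assumes that numbers pair the samples. Correlations across probes between arrays of the same number ran from -0.0930 to 0.168, no higher than between others, so they gave no sign that the numbers pair the samples. With so few arrays per group they cannot exclude it. The paper dissected both tissues from the clams of each area, so pools of the tissues may share animals. With the replicate block, limma called 0 probes between the areas in the digestive gland (2691 at an unadjusted p under 0.05) and 0 in the gills (6129), where SAM without a block called 1053 and 3146; it called 1710 between the tissues at Alberoni (85.5% higher in the digestive gland) and 0 in both tissues. With a replicate block within each area, 0 probes had an interaction. In the sense and antisense pairs the replicate block gave 0 pairs at an adjusted p under 0.01, with 0 opposite, and 538 under 0.10, with 5 opposite.

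By SAM, 1059 pairs had both probes called at 0.01, against 701, and 3264 at 0.10, against 2005, with 84 opposite against 54. Without each array, the strict count ran from 369 to 493, and the opposite pairs from 2 to 6. In the gills, the share of pairs with a ratio above 3 was 87.7%, and 71.3% with no probes left out, 87.0% with geometric means and 84.6% to 87.8% without each array; above 10 it was 74.1%, and 57.2%, 72.1% with both probes well above background, and 70.9% to 74.7%. The share above 3 in the digestive gland was 85.8%, and 71.2% with no probes left out, 87.8% well above background, 84.95% with geometric means, 86.3% with scaling to the 75th percentile and 81.75% to 85.85% without each array; above 10 it was 71.1%, and 54.4%, 73.45%, and 65.3% to 71.3%.

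The count of probes found on none of the 6 Alberoni arrays, 225, became 11615 with the flag for well above background and 3885 with that for a positive and significant signal, and 314 to 516 without each array. On 12 arrays it was 2, and 9941, 1833, and 2 to 12. Found on at least 4 arrays were 34275 of the 6 and 41597 of the 12, and 19946 and 25463 well above background. Restricted to probes well above background, the lowest log2 correlation in digestive glands from Alberoni was 0.961, against 0.947, and that in the gills 0.928, against 0.938. Without normalization, the lowest in gills from Marghera was 0.945, against 0.960. The median share of duplicates within 1.5-fold was 92.85%, and 99.1% well above background. The metallothionein list in the gills had an adjusted p = 3.54e-05 by limma's camera and an adjusted p = 0.0982 by limma's fry (over both tissues). With the correlation estimated (0.55 in the digestive gland, 0.82 in the gills), limma's camera gave an unadjusted p of 0.0682 and 0.268, so that the list passes 0.05 in neither tissue by that test.

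For ruditapes2_c352_S in the digestive gland, the log2 FC of -0.10 became 0.0525 with scaling to the 75th percentile, 0.0902 with scaling to the median, 0.0559 with the replicate block, and ran from -0.29 to 0.0632 without each array. For ruditapes_c23093_S between the tissues, 0.26 became -0.00769 with scaling to the median and ran from -1.32 to 1.25 without each array.

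The processed values were not run for the tissue comparisons, since the columns of the tissues were normalized apart. Families by annotation were not run. Signal over background limits the FCs: 248 of the 441 calls in the digestive gland and 822 of the 1862 in the gills were well above background on no array of at least 1 area.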

Differences from the paper's values

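No test in this part was chosen only after the result was seen, apart from SAM on unlogged values and on the processed values. A count or bound is taken to differ when it is more than 1.5 times apart from the paper's, a fold change of a named probe when its gap also exceeds the SD between replicates, and a correlation between pools when its gap exceeds the SD of these correlations. On no array, 225 probes were found on the 6 arrays used here, against the paper's 131 on its 7 arrays; none of the alternatives set before the data were examined closes this, neither the other flags nor an array left out. The lowest correlation between digestive gland pools was 0.971, against the paper's 0.99 in its text, also with the alternatives set before the data were examined. The paper's Table 2 prints 0.967 for the same pair of pools, and none of its 3 values for these pools differs from those computed here. The lowest coefficient of a duplicated pair over the 6 arrays was -0.897, against the paper's 0.95, also among pairs well above background.

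The highest fold change of gills over digestive gland was 10429, against the paper's 18200. For the sense and antisense probes, 5644 pairs entered in the gills and 5653 in the digestive gland, against the paper's 14340 and 15027. A dimmer probe above 100 had 19.9% and 15.25% of pairs, against the paper's 8.8% and 6.5%, and a ratio below 3 as well 3.21% and 2.00%, against the paper's 1.6% and 1%. With no probes left out, all 6 of these values come within the paper's; under the other alternatives set before the data were examined they do not, except for the last with 1 array left out.

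Opposite pairs at the strict threshold numbered 10, against the paper's 30, and pairs with both probes higher in the digestive gland 288, against the paper's 97; no alternative set before the data were examined closes these. At the loose threshold, 2005 pairs were called against the paper's 3042, and 1476 higher in the gills against the paper's 2671, which SAM alone closes. Opposite pairs there were 54 against the paper's 176, which none closes. Those higher in the digestive gland were 475 against the paper's 195, which the replicate block alone closes. The proportion opposite was 0.0143 against the paper's 0.04 at the strict threshold, closed by none, and 0.0269 against the paper's 0.05 at the loose one, closed only with 3 of the arrays left out in turn.

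Between the areas in the digestive gland, 441 probes were called, against the paper's 1127, with 270 higher at Marghera, against the paper's 852; of the alternatives set before the data were examined SAM closes both and the others neither. More than 5-fold lower were 63, against the paper's 26, which scaling to the 75th percentile closes. The strongest decrease was a bound of -127 as a signed fold change, against the paper's -30 in its text; the lowest ratio in the paper's own list is 0.0209, a stronger decrease than that. The count of 63 holds fitted values of dim probes. With FCs and bounds alone, 46 probes were more than 5-fold higher and 42 more than 5-fold lower, both of which differ from the paper's 94 and 26. In the gills, 178 were more than 5-fold higher against the paper's 93, and 41 more than 10-fold higher against the paper's 13, both closed with probes found on all arrays and by SAM on unlogged processed values, and the first also by SAM on unlogged values and with 2 of the arrays left out. More than 5-fold lower were 193 against the paper's 120, closed with scaling to the 75th percentile, with probes found on all arrays and with each array left out, and more than 10-fold lower 67 against the paper's 22, closed by SAM on unlogged processed values and by no alternative set before the data were examined. These 4 counts hold fitted values of dim probes. With FCs and bounds alone, 88 were more than 5-fold higher and 89 more than 5-fold lower, which do not differ from the paper's 93 and 120, and 28 and 38 more than 10-fold, which do differ from the paper's 13 and 22. In both tissues, 59 probes were called against the paper's 99, closed with the slide block, a less strict test here, and with 2 of the arrays left out.

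The paper states that its metallothionein and sulfotransferase transcripts are over-expressed in the digestive gland. With adjustment over all probes tested, none of the 5 metallothionein probes of these transcripts passed the threshold here or under the other settings run; the lowest adjusted p here was 0.187. Calls of named probes below are adjusted in the same way. Those with the slide block rest on a negative correlation within slides, which makes that test less strict. With adjustment over the named transcripts alone, which the paper took from its own calls, 14 of 16 probes passed in the digestive gland, these 5 among them, and 8 of 8 in the gills. The sulfotransferase probe ruditapesP_c28883 had an adjusted p of 0.125, and was called with filters on well above background and found probes, by SAM, by SAM on unlogged values (chosen after seeing the values) and without Alberoni pool 1; ruditapesP_c20565 was called under none. The paper states that acetylcholinesterase is over-expressed in both tissues; in the digestive gland it had an adjusted p of 0.109 and was called with both filters, by SAM, with the slide block, by SAM on unlogged values (chosen after seeing the values) and without Alberoni pool 1.

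Among GST transcripts that the paper lists for the digestive gland, none was called. SAM called ruditapesP2_c567_2, both probes of ruditapes2_c72, ruditapesP_s39905_1 and ruditapes2_c352_AS, the last also by SAM on unlogged values (chosen after seeing the values), and ruditapesP_s39905_2 was called without Marghera pool 1; ruditapesP2_c567_1 and ruditapes2_c352_S were called under none of the settings. In the gills, ruditapesP_lrc39890 was called by SAM, with the slide block and by SAM on unlogged values of both kinds (chosen after seeing the values), ruditapesP_s39905_2 by SAM, with the slide block and with all 12 arrays normalized together, ruditapesN_lrc31893 with the slide block, ruditapesP_c17817_2 from the processed values, and ruditapesP_c17817_1 under none of the settings.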

Other observations

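The test of how values came to be misplaced in the deposited table, the test of whether the paper's fold changes equal the deposited columns, and the tests of the slope by noise and level, were chosen only after the result was seen. In the deposited table of processed values, the columns of digestive gland pools 1 and 3 from Alberoni hold values equal to the scanner signal (relative tolerance 1e-05) for 100% and 92.5% of the spots found. For 6021 probes (14.1%) that were not found on the array of Alberoni pool 1, the values of the digestive gland stand further left than their own column, in 100% of such probes. Test of leading missing values dropped from the row: every such probe had its values placed as this predicts. No biological explanation was tested for this.

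The paper's lists held here give fold changes for 1126 probes in the digestive gland and 1997 in the gills. Among probes with values on all 6 arrays, the listed fold change equalled the ratio of linear means of the deposited columns (tolerance 0.005 on the log2 scale) for 525 of 525 in the digestive gland and 1507 of 1507 in the gills. Fold changes from values normalized anew were equal for 23 and 1116. The columns of 2 digestive gland pools that are not normalized may therefore enter the listed fold changes in that tissue. Of 42 listed probes where the misplaced values matter, 8 lay closer to the columns as deposited and 34 to the values put back, which argues against the misplaced values as the source. The sign differed from that after normalization anew for 33 listed probes in the digestive gland and 15 in the gills.

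For the calls between the areas, several technical explanations were weighed. Of 10 spike-in transcripts, 2 differed by more than 1.5-fold in each tissue, and both were well above background on only part of their spots, so a session difference and the area cannot be told apart from them; 0 scan sessions hold both areas. Among digestive gland probes, 0.827% of those well above background on all 6 arrays were called, against 1.22% of the others, so noise of dim probes may add to these calls. In the gills the shares were 5.86% and 3.50%, which argues against it. With the medians of GC classes set equal on every array, 72.3% of the calls in the digestive gland and 82.9% in the gills were kept, which argues against a GC trend as the whole cause. Before that step, class medians differed between the areas by up to 0.94 on the log2 scale in the digestive gland and 0.30 in the gills. A GC trend as part of the cause therefore stays open. Among the 10 splits of the 6 arrays, 1 gave as many calls between the areas in each tissue, the real one, and so few splits cannot exclude chance. Between the tissues at Alberoni, and for the pairs with both probes called, it was also 1 of 10. There the calls were repeated in other clams: 6462 of the 8573 probes called at Alberoni were called in the same direction at Marghera and 4 in the opposite one, against 1929 in both areas if independent, which argues against chance for the tissue calls. A response to the area stays open and was not tested apart from the session.

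In pairs of sense and antisense probes, the direction between the tissues was tested against signal carried over from the brighter to the dimmer probe. The slope of the dimmer on the brighter probe was 0.343, which argues against carry-over as the whole cause. It was 0.387 when noise of the brighter probe was allowed for. The slope was 0.291 in pairs whose dimmer probe had a signal at or above the median of the dimmer probes, and 0.382 in the pairs below it. As it was steeper in the pairs with the lower signal, carry-over as part of the cause stays open. Among pairs with both probes well above background on all 6 arrays, 82.7% went in the same direction, which argues against dim probes at background. Antisense transcription that follows the sense strand is a candidate explanation that was not tested further. When sense probes were paired with antisense probes of other transcripts at random, 82.0% in the gills and 80.5% in the digestive gland had a ratio above 3, against 87.7% and 85.8% of real pairs, which argues against unrelated levels as the whole account.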
